# Strain-specific changes in nucleus accumbens transcriptome and motivation for palatable food reward in mice exposed to maternal separation

**DOI:** 10.3389/fnut.2023.1190392

**Published:** 2023-07-26

**Authors:** Simon Benoit, Mathilde Henry, Sara Fneich, Alexia Mathou, Lin Xia, Aline Foury, Mélanie Jouin, Claudine Junien, Lucile Capuron, Luc Jouneau, Marie-Pierre Moisan, Cyrille Delpierre, Anne Gabory, Muriel Darnaudéry

**Keywords:** early life stress, sex effect, operant conditioning, mesolimbic circuit, C3H/HeN mice

## Abstract

**Introduction:**

In humans, adversity in childhood exerts enduring effects on brain and increases the vulnerability to psychiatric diseases. It also leads to a higher risk of eating disorders and obesity. Maternal separation (MS) in mice has been used as a *proxy* of stress during infancy. We hypothesized that MS in mice affects motivation to obtain palatable food in adulthood and changes gene expression in reward system.

**Methods:**

Male and female pups from C57Bl/6J and C3H/HeN mice strains were subjected to a daily MS protocol from postnatal day (PND) 2 to PND14. At adulthood, their motivation for palatable food reward was assessed in operant cages.

**Results:**

Compared to control mice, male and female C3H/HeN mice exposed to MS increased their instrumental response for palatable food, especially when the effort required to obtain the reward was high. Importantly, this effect is shown in animals fed *ad libitum*. Transcriptional analysis revealed 375 genes differentially expressed in the nucleus accumbens of male MS C3H/HeN mice compared to the control group, some of these being associated with the regulation of the reward system (e.g., *Gnas*, *Pnoc*). Interestingly, C57Bl/6J mice exposed to MS did not show alterations in their motivation to obtain a palatable reward, nor significant changes in gene expression in the nucleus accumbens.

**Conclusion:**

MS produces long-lasting changes in motivation for palatable food in C3H/HeN mice, but has no impact in C57Bl/6J mice. These behavioral alterations are accompanied by drastic changes in gene expression in the nucleus accumbens, a key structure in the regulation of motivational processes.

## 1. Introduction

In humans, early-life adversity, such as abuse, trauma or neglect may influence the development of child and exerts long-lasting effects on physiological functions and vulnerability to psychiatric disorders, notably depression, anxiety disorders, and substance abuse (1–3). Early-life adversity produces numerous physiological abnormalities including hypothalamic–pituitary–adrenocortical (HPA) axis hyperactivity, low-grade inflammation, and affects brain areas involved in the regulation of cognitive and emotional processes such as the medial prefrontal cortex (mPFC), amygdala, hippocampus, and ventral striatum (4, 5). Additionally, early-life adversity exacerbates vulnerability to obesity in adult subjects (6), and this effect could be at least partially attributed to poor feeding habits and/or exacerbated motivation for high-calorie foods (7, 8). However, despite a large literature on the impact of early-life adversity on neuropsychiatric vulnerability, its effect on food motivation remains less explored (9).

In rodents, chronic maternal separation (MS) has been used as a *proxy* of early-life adversity. MS effects on emotional behaviors have been extensively documented in rats (10, 11). These effects include cognitive impairments, exacerbated anxiety-and depressive-like behavior as well as anhedonia associated with HPA axis alterations (12–14). Perinatal stress, both during prenatal and postnatal period, is also associated with metabolic disturbances (15–17), and a higher sensitivity to diet-induced obesity (18). Finally, a growing body of evidence suggests that early-life stress impairs reward processes (19). While MS has been associated with reduced sucrose preference, suggestive of an anhedonia phenotype (10, 20), early-life adversity was found to exacerbate addictive drug intake in rodents as well as in humans (21, 22). Strikingly, MS can also lead to lasting disruptions of the reward dopaminergic system (18, 23, 24). Thus, mice exposed to MS combined with unpredictable chronic mild stress or social defeat in adulthood showed transcriptomic changes in the ventral tegmental area and in the nucleus accumbens (NAc) (25, 26). However, the impact of MS on mice motivation for palatable food is still unknown. This is an important issue given that reward circuit alterations have been recurrently reported in the literature in both animal models and humans exposed to early-life adversity (24).

The aim of the present study was then to determine the impact of MS on motivation for palatable food in female and male mice offspring. Since mice are particularly resilient to early-life stress procedures (27, 28), we studied the effects of MS in C57Bl/6J and C3H/HeN mice, two mouse strains used for MS paradigms (25, 29–31). To further characterize the brain changes associated with MS, we also examined gene expression in the mPFC, the NAc, and the hypothalamus, brain areas sensitive to stress and playing a critical role in the regulation of reward processes.

## 2. Materials and methods

### 2.1. Animals

All experiments were carried out in accordance with French legislation (Directive 87/148, Ministère de l’Agriculture et de la Pêche) and European (Directive 2010/63/EU, 2010 September 22th) and approved by Institutional Regional Committee for animal experimentation (agreement #5012050-A). C57Bl/6J and C3H/HeN mice were obtained from Janvier Labs (Le Genest, Saint-Isle, France) and housed under standard laboratory conditions (23 ± 1°C; 12 h/12 h light/dark cycle; lights on at 7 a.m.; food and water *ad libitum*). After 1 week of habituation, two nulliparous female mice (11 weeks old) were placed with one male from the same strain during 1 week for breeding and then pregnant dams were single-housed in polycarbonate cages (48 × 26 × 21 cm) throughout gestation and lactation. The day of delivery was designated postnatal day 0 (PND0). At PND1, pups from all litters were pulled, sexed, and weighed. Two litters with abnormal number of pups (<3) or sex-ratio (only females) were excluded from the study. Litters were assigned to Maternal Separation (MS, C57Bl/6J, *n* = 7; C3H/HeN, *n* = 7) or control (C57Bl/6J, *n* = 6; C3H/HeN, *n* = 6) groups. The timeline of the experiment was shown in Figure 1.

**Figure 1:**
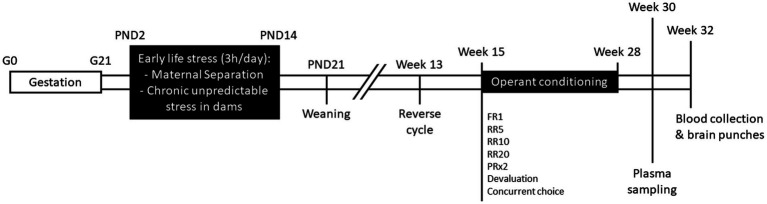
Schematic representation of the experimental timeline. G, gestational day; PND, post-natal day; FR1, fixed-ratio 1; RR5, random-ratio 5; RR10, random-ratio 10; RR20, random-ratio 20; PRx2, progressive-ratio x2.

### 2.2. Maternal separation combined with chronic unpredictable maternal stress

MS was carried out from PND2 to PND14 (180 min daily) (12, 31) and started randomly at 8:30, 9:00, 9:30, 10:15, 10:30, or 11:00 to minimize habituation. During separation sessions, pups were individually separated and kept at 32°C ± 2. During the separation, dams were exposed to a chronic unpredictable stress protocol (PND2: no bedding; PND3: sodden bedding; PND4: tilted cage 45°; PND5: soiled rat bedding; PND6: sodden bedding; PND7: no bedding; PND8: tilted cage 45°; PND9: no bedding; PND10: tilted cage 45°; PND11: sodden bedding; PND12: no bedding; PND13: soiled rat bedding; PND14: forced swim test) [adapted from Franklin et al. (29) and Rincel et al. (31)]. Control pups were left undisturbed with the dams. All pups were weaned on PND21 and grouped in 4–6 mice per cage by same strain, same sex, and same MS condition.

### 2.3. Behavioral assessment in operant chambers

At least 2 weeks before the beginning of the behavioral test, the light/dark cycle was inverted (lights off at 7 a.m.) in order to study mice behavior during the active phase of their cycle. Experiments were conducted during the dark phase between 09:00 and 17:00 h. Male and female offspring’s food motivation for a palatable reward (10% condensed milk in water, 3.25 kcal/g), was assessed at 4–5 months of age in daily 60-min sessions (5 sessions per week) in operant chambers (Imétronic, Pessac, France) equipped with two levers, as previously described (32, 33). For the habituation and the initial training on fixed-ratio 1 (FR-1), mice were food restricted to 85% of their body weight. Then, animals were fed *ad libitum* throughout the experiment except for the concurrent choice test. *Ad libitum* access to food schedule was used in order to examine motivation for palatable food reward independently of the homeostatic state of the animals. Male and female cohorts were tested separately.

#### 2.3.1. Habituation to the apparatus

Mice were placed into the operant chambers without lever for 30 min and milk reward delivered in the drinking cup every 60 s interval. A dose of milk was distributed only when the previous one had been consumed.

#### 2.3.2. Fixed-ratio 1

Mice were initially trained to press one of the two levers (= active lever) on a fixed-ratio 1 (FR-1) schedule. Active lever press resulted in fluid (15 μL of milk solution) delivery associated with a 4 s cue (light above the lever) stimulus presence, in 60-min daily sessions. Responses on the second lever (= inactive lever) were not associated with rewards and were recorded as a measure of non-specific activity. Mice received four FR-1 sessions under mild food deprivation, then mice were tested for an additional FR-1 session in *ad libitum* conditions.

#### 2.3.3. Random-ratio

After FR-1, mice were submitted to random-ratio schedules (RR) in 60-min daily sessions: RR5 (12 sessions), RR10 (3 sessions), and RR20 (12 sessions), with, respectively, a probability of 1/5, 1/10 or 1/20 to be reinforced after one press on the active lever. RR schedules lead to reinforcement following an unpredictable average number of responses per rewards and result in high and consistent response rates that exceed those obtained with FR or interval schedules.

#### 2.3.4. Progressive-ratio

Following training under RR20 schedule, mice were under a progressive ratio (PR) schedule for 2 daily sessions to assess the motivation for the palatable reward. During PR, the number of lever presses required to earn the next reward increased progressively and is multiplied by 2 (2, 4, 8, 16, 32 etc.) For each reinforced response, the animal received sweetened milk (15 μL). The cumulative active lever presses throughout 60 min the session and the total number of active lever presses until a 3 min cut-off without any presses were used as index of motivation. Two animals with very high values (one MS and one Control) were detected as statistical outliers using the Grubb’s test and were removed from analyses.

#### 2.3.5. Devaluation extinction test

Devaluation test allows assessing alteration of the representation of the outcome value. In this test, mice were pre-fed *ad libitum* to either milk or soy-bean oil emulsion Intralipid for 30 min in their home-cage. Immediately after, they were placed into the operant chamber to conduct a lever-press test in a 5-min extinction session. Although both levers were introduced, no reward was distributed. Then, mice received 2 days retraining using a RR20 procedure with free access before the second test. This second session was conducted as previously described, however this time, mice were pre-fed with the alternative outcome. The distribution order of the reward is randomly alternated for each mouse from one session to another.

#### 2.3.6. Concurrent choice

Following one session under RR20 schedule with a food deprivation, a concurrent choice 60-min session test was conducted. In this task, fasted mice could press lever for milk (highly palatable), but their standard lab chow was also available on the floor of chamber opposite to the location of the lever. The total number of lever presses and the amount of lab chow consumed were recorded.

### 2.4. Plasma corticosterone

After the completion of the behavioral assessment, two blood samples were collected, one at the beginning of the active phase and one at the beginning of the inactive phase to assess circadian variation of plasma corticosterone levels. Blood was collected by tail nick using EDTA-coated tubes, were centrifuged (4,000 rpm, 4°C) for 10 min and stored at −20°C until use. Plasma corticosterone levels were determined with an in-house radioimmunoassay using a highly specific antibody as previously described (12). Cross reactivity with related compound such as cortisol was less than 3%. Intra-and inter-assay variations were less than 10% and less than 15%, respectively.

### 2.5. Metabolic hormones assay

Plasma resistin, leptin and insulin levels were measured in 12 h-fasted mice using a Mouse Metabolic Hormone Magnetic Bead-based immunoassay kits (Milliplex MAP Mouse Metabolic Magnetic Bead Panel, cat# MMHMAG-44 K-03, Millipore, Molsheim, FR) according to the manufacturer instructions on samples obtained at the sacrifice. Some samples were not included for technical issues (lack of plasma, out of range values).

### 2.6. Culling and samples collection

Mice were 12 h-food deprived and then were deeply anesthetized with isoflurane and sacrificed by decapitation. Blood was collected for metabolic hormones assessment. Whole brains were collected, medial prefrontal cortex (mPFC) and hypothalamus (HT) were dissected; whereas nucleus accumbens (NAc) was punched on frozen slices and store at −80°C until use.

### 2.7. Microarrays

Total mRNA was extracted from mPFC, NAc, and hypothalamus using a TRIzol extraction kit (Invitrogen) according to the manufacturer’s instructions. RNA concentration, purity and integrity were determined using a ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, United States) and a bioanalyzer (Agilent, Les Ulis, France) (31). Gene expression profiles were performed at the GeT facility^1^ using Agilent Sureprint G3 Mouse microarrays (8x60K, design 074809) following the manufacturer’s instructions. For each sample, Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng (mPFC/HT) or 40 ng (NAc) of total RNA using the One-Color Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA) according to the manufacturer’s instructions, followed by Agencourt RNAClean XP purification (Agencourt Bioscience Corporation, Beverly, Massachusetts). Dye incorporation and cRNA yield were checked using Dropsense™ 96 UV/VIS droplet reader (Trinean, Belgium). Six hundred ng of Cy3-labeled cRNA were hybridized on the Agilent SurePrint G3 Mouse GE microarray slides following the manufacturer’s instructions. Immediately after washing, the slides were scanned on Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software and fluorescence signal extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters.

Microarray data were analyzed using R (34) and Bioconductor packages (v 3.0)^2^ (35) as described in GEO accession. Hierarchical clustering was performed using Pearson’s correlation coefficient as distance function and Ward as linkage method. Partial least squares-discriminant analysis (PLS-DA) was performed for each tissue, with group (Ctrl or stress) as a Y response, using *ropls* package (36). Transformed signals were mean-centered and divided by the standard deviation of each variable. A model was fitted using the *limma lmFit* function (37). Pair-wise comparisons of biological conditions were applied using specific contrasts. Probes with Benjamini–Hochberg (BH) false discovery rate (FDR) < 0.05 were considered to be differentially expressed between conditions. Volcano plots were constructed with the *ggplot* function of the R *ggplot2* package. The differentially expressed gene datasets were uploaded into Ingenuity Pathway Analysis software (Qiagen IPA, content version 28,820,210) and a core analysis was performed, with the Agilent SurePrint G3 Mouse GE microarray as background. The canonical pathways with BH *p*s < 0.05 only and the upstream regulators with no flag “bias,” activation z-score < −2 or > 2 and value of p of overlap < 0.05 only were considered. Another analysis was realized using ConsensusPathDB-mouse (38), with the differentially expressed gene list vs. the *mus musculus* database. KEGG pathways with a *q*-value < 0.05 were considered. For TLDA, analysis was performed with the R statistical software (34). For each gene, we compared the expression values within each maternal group in males and females, in C3H/HeN and C57Bl/6J apart. Pair-wise comparisons of maternal groups were conducted using a permutation test, as implemented in the oneway_test function of the *coin* package in R. For each set of tests (i.e., all tested genes for a given pair of maternal groups), *p*-values were BH adjusted for multiple testing. Differences were considered significant when *p*-adj < 0.05. The TLDA data clustering was performed using the ClustVis web tool for visualizing clustering of multivariate data^3^ (39). Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus (40) and are accessible through GEO Series accession number GSE222781.

### 2.8. TaqMan low-density arrays

The top genes identified by IPA were selected for gene expression validation by TaqMan low-density arrays (TLDAs, Applied Biosystems): 44 genes for the *canonical pathway*; 21 genes for the *network (neurological and psychological diseases)*; 9 genes for *nervous system development and behavior*; and 13 genes for *behavior*. All samples were treated with DNase. The experiment was performed on the @BRIDGE platform (INRAE, Jouy-en-Josas, France) according to the manufacturer’s instructions. Four samples were run on each TLDA card in simplicate. Each sample reservoir on the card was loaded with 100 μL of the reaction mix: cDNA template (600 ng) mixed with TaqMan Gene Expression Master Mix (Ap-plied Biosystems). After centrifugation (twice 1 min at 1200 rpm, Heraeus Multifuge 3S Centrifuge), the wells were sealed with a TLDA Sealer (Applied Biosystems). PCR amplification was performed on the 7900HT Real-Time PCR System (Applied Biosystems) using SDS 2.4 software with standard conditions: 2 min 50°C, 10 min 94.5°C, 30 s 97°C (40 cycles), 1 min 59.7°C. Threshold cycle (Ct) values were calculated with the ExpressionSuite v1.0.3 software (Applied Biosystems). The detection threshold was set manually for all genes and was the same for each assay in all tissues. Ct = 39 was used as the cut-off above which, expression level was set to 0. On the TLDA array, 96 genes were studied for each sample: 87 target genes and 9 reference genes (Supplementary Figure S2). Target genes were chosen among the differentially expressed genes found in the microarray experiment in different categories of pathways and biological function. Six on the 9 reference genes were defined as the best reference, using the GeNorm software (41). For each sample, Ct[ref] was the mean of the three Ct values of the reference genes. Then, expression level of target genes was calculated as 2 − (Ct[target gene] − Ct[ref]), as previously described (42).

### 2.9. Statistics

All data are expressed as the means ± SEM (standard error of the mean). Statistical analyses were performed with Statistica 6.0 (StatSoft, Tulsa, OK, United States) and visualized in Prism 9.0 (GraphPad Software, San Diego, CA, United States). Normality and homogeneity of variances were assessed using the Shapiro–Wilk test and Levene test, respectively. Statistical outliers were detected using Grubb’s test. Body weight, hormones, and progressive ratio data were analyzed using a non-parametric Mann–Whitney U test. Behavioral data were analyzed using three-way or four-way ANOVAs with repeated measures with Strain (C57Bl/6J, C3H/HeN) and MS (Control, MS) as between factors and Lever (Active, Inactive), Session (1,2,3,4,5), RR (5,10,20), Devaluation (Non-devaluated, Devaluated) or Concurrent choice (Milk, Milk+Chow) as within factors. When significant interactions were detected, specific comparisons between groups were tested by planned comparisons. “n” corresponds to the number of individuals. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Chronic maternal separation impairs C3H/HeN mice’s body weight

MS procedure tended to decrease C57Bl/6J dams’ body weight (Mann-Withney test, *U* = 16; *p* = 0.059), whereas stressed C3H/HeN dams displayed ~8% lower body weight compared to the undisturbed C3H/HeN dams (*U* = 1.5, *p* < 0.001) (Figures 2A,B). Similarly, at PND15, MS had no impact on male C57Bl/6J offspring body weight (*U* = 20, n.s., Figure 2C), while MS C3H/HeN male pups exhibited ~16% of decreased in their body weight compared to the control group (*U* = 11, *p* < 0.04, Figure 2D). MS C57BL/6J mice did not differ from controls in adulthood (*U* = 66, n.s., Figure 2E). The effect of MS on C3H/HeN male pups body weight was maintained at adulthood (*U* = 14, *p* < 0.001). MS C3H/HeN mice showed ~12% of decrease in their body weight in comparison to controls. In females, a similar effect of MS was observed in offspring at PND15 (Supplementary Figures S1A,B), but it was not maintained at adulthood (Supplementary Figures S1C,D).

**Figure 2:**
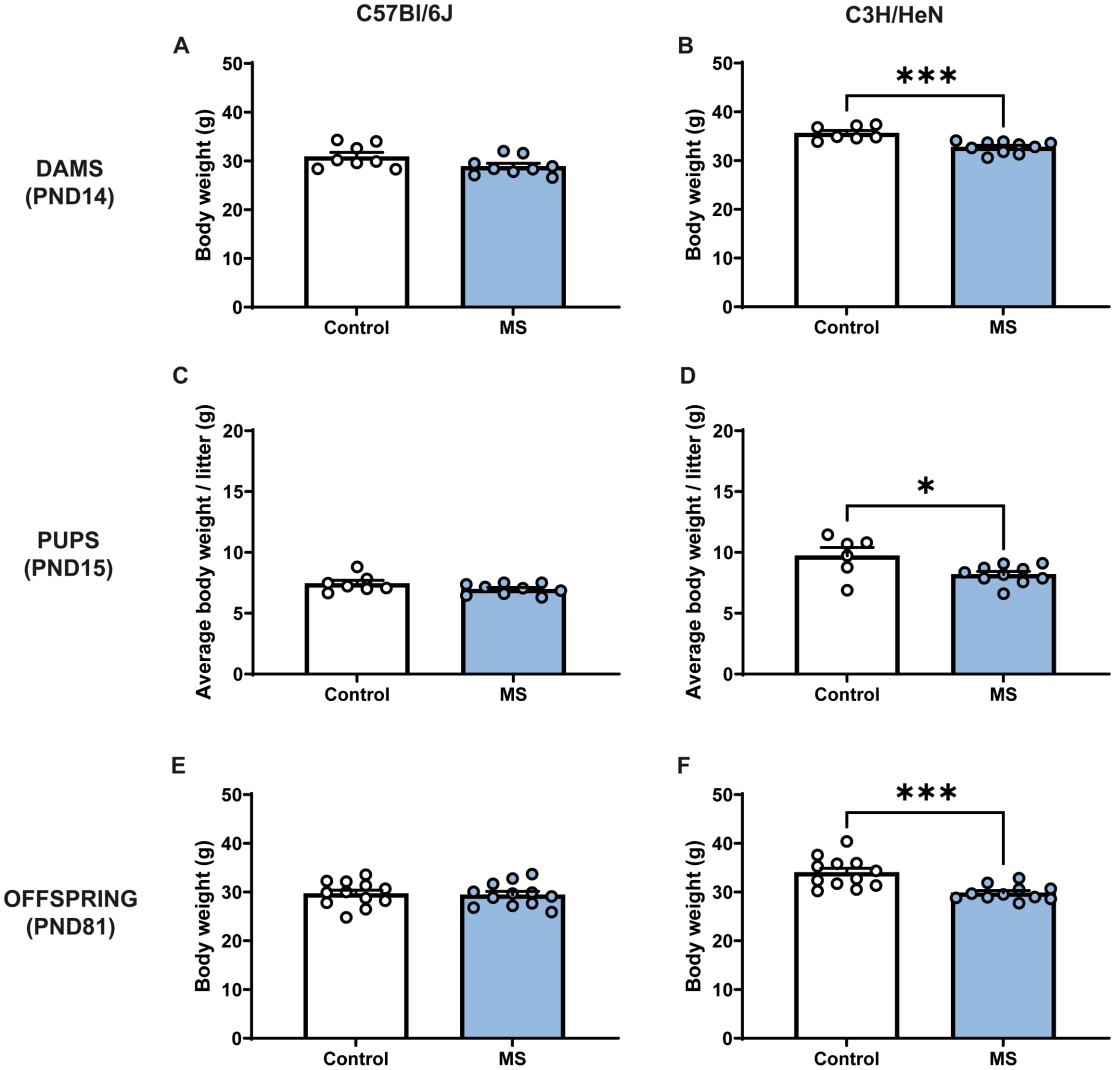
Impact of maternal separation on C57Bl/6J and C3H/HeN dam’s and offspring body weight. Maternal separation decreases body weight of C3H/HeN in both dams and male offspring. Dams’ body weight at PND14: **(A)** C57Bl/6J and **(B)** C3H/HeN. Male pups’ body weight at PND15: **(C)** C57Bl/6J and **(D)** C3H/HeN. Male mice body weight at PND81: **(E)** C57Bl/6J and **(F)** C3H/HeN. *n* = 6–10 per group in dams and in pups; *n* = 12 per group at PND81. Mann–Whitney tests, *p < 0.05, ***p < 0.001.

### 3.2. Impact of maternal separation on corticosterone and metabolic hormones plasma levels in C57Bl/6J and C3H/HeN strains

The impact of MS on corticosterone and metabolic hormone plasma levels was studied in adult mice (Figure 3). Plasma corticosterone levels were determined at the beginning of the dark and light phases. During the dark period, C57Bl/6J MS male mice tended to have higher plasma corticosterone levels compared to C57Bl/6J controls (*U* = 19, *p* = 0.062, Figure 3A), but the effect of MS was significant in the C3H/HeN strain (*U* = 23, *p* < 0.05, Figure 3B). Indeed, MS C3H/HeN mice exhibited a ~150% increase in corticosterone plasma levels relative to levels in the control group. In contrast, during the light phase, regardless of strain, MS did not affect plasma corticosterone levels (C57Bl/6J, *U* = 27, n.s.; C3H/HeN, *U* = 41, n.s.). A similar profile was reported in females, but the MS effect on corticosterone levels was shown in both strains (Supplementary Figures S1E,F). Regarding metabolic hormone levels, MS significantly increased plasma resistin levels in the male C57Bl/6J strain (*U* = 13, *p* < 0.05, Figure 3C), but no difference was observed in the male C3H/HeN strain (*U* = 31, n.s., Figure 3D). Finally, MS had no effect on plasma insulin and leptin levels in males from all strains (all U > 11, n.s., Figures 3E–H).

**Figure 3:**
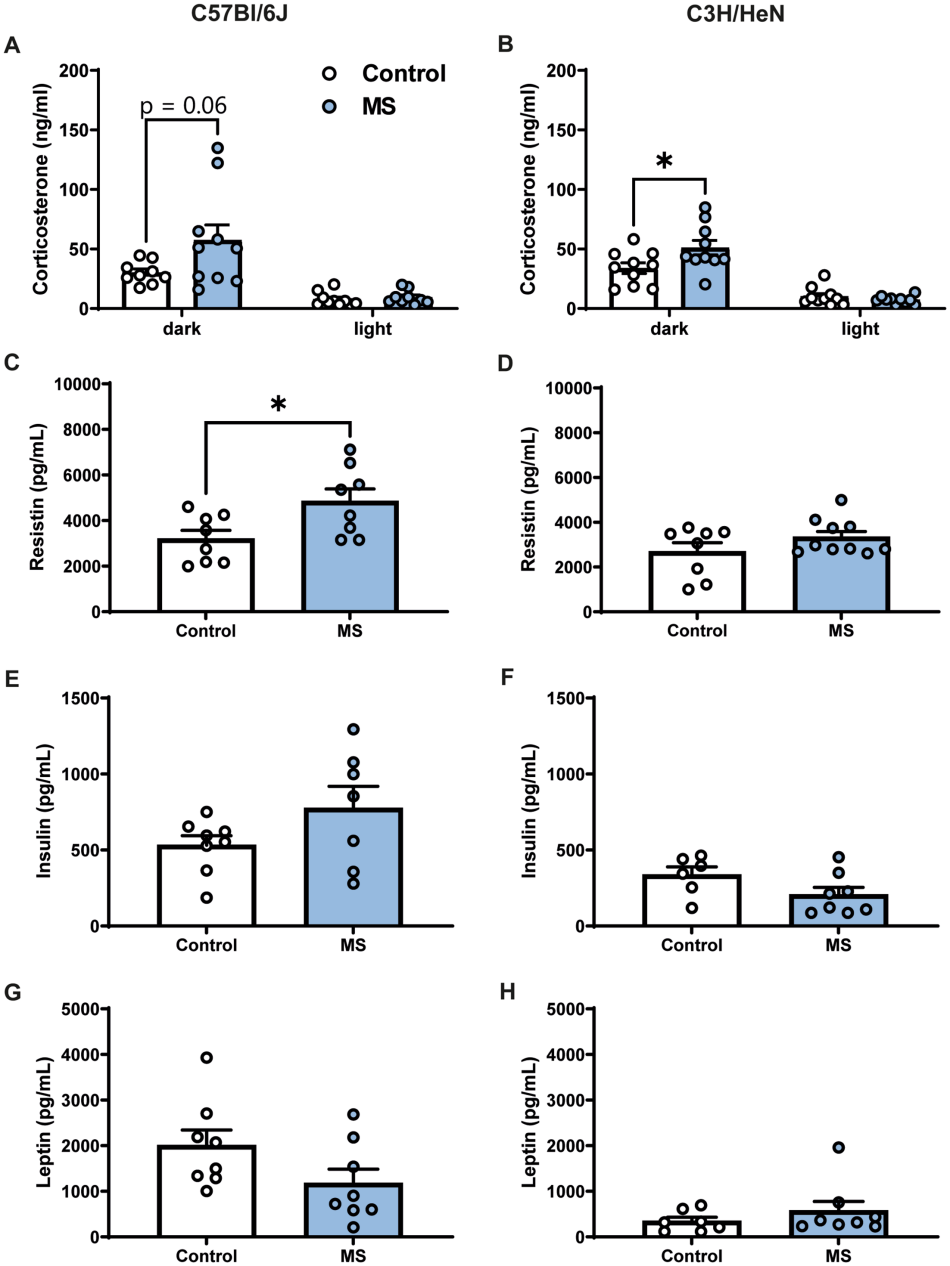
Impact of maternal separation on plasma corticosterone and metabolic hormones levels in C57Bl/6J and C3H/HeN male mice. Plasma corticosterone levels are elevated during the dark phase of the cycle compared to the light period in both **(A)** C57Bl/6J and **(B)** C3H/HeN groups. MS tended to exacerbate the rise of corticosterone during the dark period in C57Bl/6J mice. MS C3H/HeN group had higher plasma corticosterone levels than Control C3H/HeN group during the dark phase. Plasma levels of metabolic hormones in C57BL/6J and C3H/HeN mice: **(C,D)** Resistin levels were significantly increased by MS in C57Bl/6J mice, but not in C3H/HeN mice; **(E,F)** insulin and **(G,H)** leptin levels were not affected by MS. *n* = 6–10 per group. Mann–Whitney tests, *p < 0.05.

### 3.3. Chronic maternal separation exacerbates the motivation for palatable food of C3H/HeN mice fed *ad libitum*

We used operant conditioning paradigm to examine the effect of MS on the motivation for palatable food (Figure 4). On the fixed-ratio 1 (FR-1) schedule, four-way ANOVA with repeated measures reveals significant strain effect [*F*_(1,44)_ = 21.06, *p* < 0.001], lever effect [*F*_(1,44)_ = 545.96, *p* < 0.001] and session effect [*F*_(4,176)_ = 64.142, *p* < 0.001] (Figure 4A and Supplementary statistics). Furthermore, the ANOVA indicates that the number of active lever presses differs across sessions between strains [Lever × Session × Strain effect, *F*_(4,176)_ = 11.09, *p* < 0.001]. In contrast, MS had no significant effect on lever presses in FR-1 whatever the strain considered [MS effect, *F*_(1,44)_ = 0.14, n.s.; Lever × Session × Strain × MS effect, *F*_(4,176)_ = 1.11, n.s.]. In both C57Bl/6J and C3H/HeN strains, the number of active lever presses was higher than the number of inactive lever presses (*p* < 0.001 for each session) and it significantly increased across the session 1 to 4 when animals were tested under fasted condition (*p* < 0.001, S1 vs. S2, S3, S4). C3H/HeN mice displayed a ~150% increase of their active lever presses compared to C57Bl/6J mice during the S3, S4, and S5 sessions (*p* < 0.001). When mice were fed *ad libitum* (5th session under FR1 schedule), the number of presses on the active lever decreased in both strains (*p* < 0.001, S4 vs. S5), but it remained higher than inactive lever (*p* < 0.001). Overall these results indicate that both strains progressively increased their number of active lever presses during the four sessions of FR-1 schedule conducted in fasted animals, this effect was exacerbated in C3H/HeN strain. Active lever presses were maintained in *ad libitum*-fed animals. Throughout the FR-1 schedule, the number of lever presses on the inactive lever was low. Finally, whatever the session, MS did not alter the performances neither in C57Bl/6J, nor in C3H/HeN strain.

**Figure 4:**
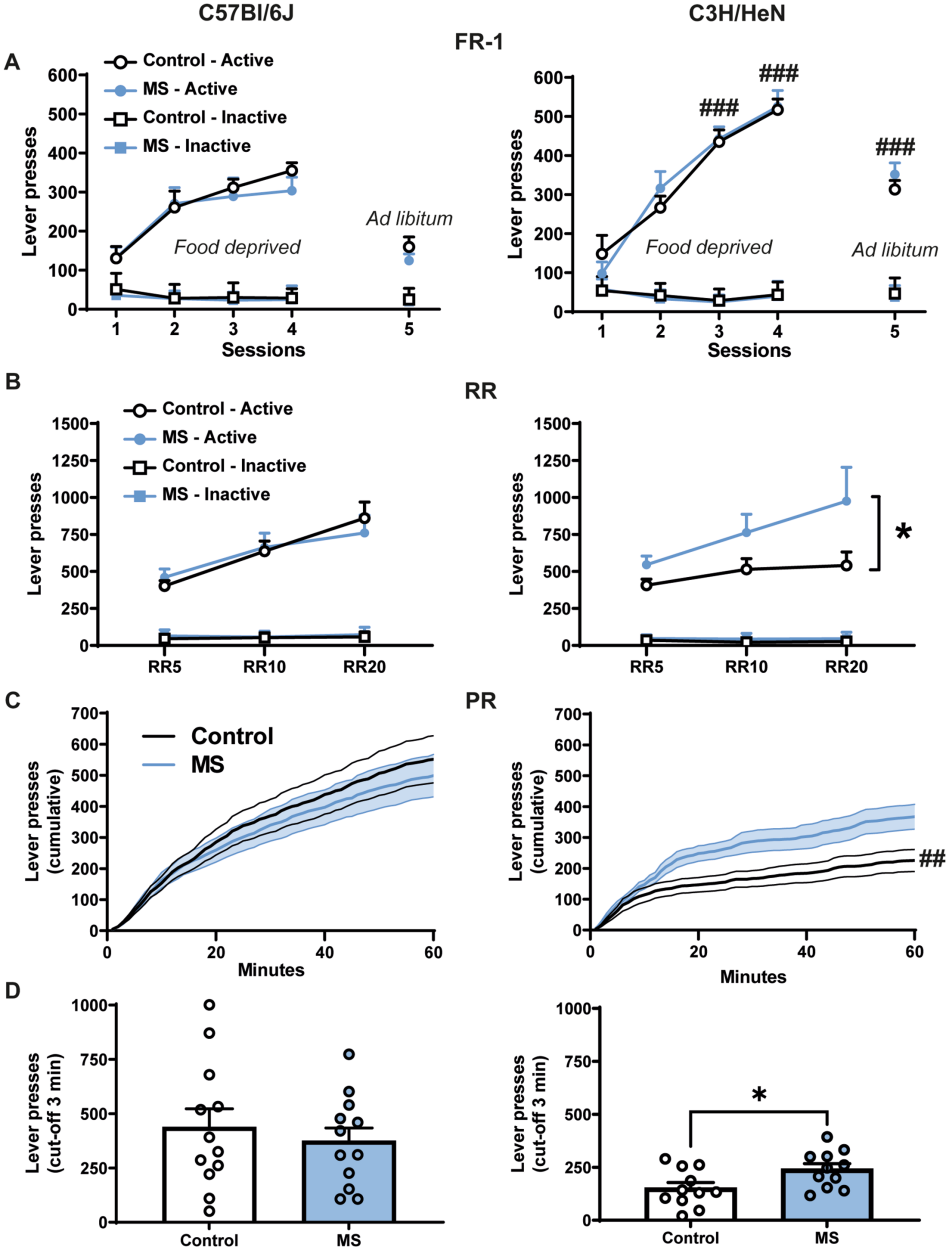
Impact of maternal separation on motivation for palatable food in C57Bl/6J and C3H/HeN male mice. **(A)** There is no impact of MS on mice behavior for the FR-1 schedule. Food deprived C7Bl/6J and C3H/HeN mice progressively increased their number of active lever presses during the 4 sessions in FR-1 schedule. Active lever presses were maintained in *ad libitum* fed animals during the 5th session. Throughout the FR-1 schedule, the number of lever presses on the inactive lever was low. *n* = 12 per group. Four-way ANOVA with repeated measures, followed by planned comparisons, ###*p* < 0.001 C57Bl/6J vs. C3H/HeN. **(B)** During the random ratio schedules (RR5, RR10, RR20 *ad libitum* condition), MS increased the number of active lever presses in C3H/HeN mice but had no effect in C57Bl/6J mice. Motivation for palatable food was exacerbated in male C3H/HeN mice submitted to MS. *n* = 12 per group. Four-way ANOVA with repeated measures, followed by planned comparisons, *p < 0.05 Control vs. MS. **(C)** During the progressive-ratio schedule (PR), the increase of the cumulated number of lever presses over a 60-min session differed according the strain. *n* = 11 per group. ANOVA followed by planned comparisons, ##*p* < 0.01 C57Bl/6J vs. C3H/HeN. **(D)** MS C3H/HeN mice displayed higher total active lever presses than control C3H/HeN during the PR (cut-off 3 min); control C57Bl/6J group was similar to the MS C57Bl/6J group. *n* = 11 per group. Mann Whitney test, *p < 0.05 Control vs. MS.

A random ratio (RR) schedule with a 1/5, 1/10, and 1/20 probability (RR5, RR10, and RR20, respectively) to obtain one palatable food reward was next performed in *ad libitum* fed animals (Figure 4B and Supplementary statistics). Four-way ANOVA with repeated measures showed significant lever effect [*F*_(2,44)_ = 160.04, *p* < 0.0001] and RR effect [*F*_(2,88)_ = 28.88, *p* < 0.0001], but no main effect of strain [*F*_(2,44)_ = 0.094, n.s.] or MS [*F*_(2,44)_ = 2.6207, n.s]. Importantly, MS differentially affected the number of active lever presses across the RR sessions according to the strain [Strain × RR × Lever × MS, *F*_(2,88)_ = 3.46, *p* < 0.05]. Controls and MS C57Bl/6J mice increased their number of active lever presses according to the probability to obtain the reward (RR5 vs. RR10 or RR20, *p* < 0.0001). In contrast, whereas control C3H/HeN mice were stable across RR session (RR5 vs. RR10 or RR20, n.s.), MS C3H/HeN mice exhibited a significant escalation of their active lever presses (RR5 vs. RR10 or RR20, *p* < 0.0003). MS C3H/HeN mice showed an overall ~160% increment of their active lever presses in comparison to control C3H/HeN mice (*p* < 0.05). A similar profile was reported in females with no impact of MS in C57Bl/6J and a significant increase of lever presses in C3H/HeN mice exposed to MS (Supplementary Figures S1G,H).

To further study motivation, mice were then submitted mice to a progressive-ratio procedure during which the number of lever presses to obtain a single food reward progressively increased. Animals were tested in sated condition. Under a progressive-ratio schedule (PRx2), the cumulative number of lever presses were differentially affected by MS according to the strain across time [Figure 4C, three-way ANOVA, Strain effect, *F*_(1,42)_ = 9.769, *p* < 0.01; MS effect, *F*_(1,42)_ = 0.816, n.s; Time effect, *F*_(59,2478)_ = 141.082, *p* < 0.001; Strain × MS × Time effect, *F*_(59,2478)_ = 2.646, *p* < 0.001]. Control C57Bl/6J mice exhibited higher lever presses than Control C3H/HeN mice (*p* < 0.01), but MS exposure in C3H/HeN mice suppressed this difference. Additionally, while MS had no impact on the number of active lever presses before the cut-off (3 min without any lever presses) in C57Bl/6J mice (*U* = 66; n.s.), MS significantly increased the active lever presses in C3H/HeN mice (*U* = 29; *p* < 0.05) (Figure 4D). Overall, our results indicate that C57Bl/6J mice exhibit a high motivation for palatable food when fed *ad libitum*, and that MS leads to an exacerbation of the motivation for palatable food restricted to the C3H/HeN strain. In females, whatever the strain, MS had no significant impact on progressive ratio results (data not shown).

In order to determine whether the exacerbated motivation in MS male C3H/HeN was due to an alteration of the representation of outcome value, we studied their performances in a devaluation procedure. In the sensory-specific satiety test, a significant effect of pre-feeding was observed for the number of lever presses, this effect was not affected by MS and was similar between strains [three-way ANOVA, Devaluation effect, *F*_(1,44)_ = 15.138, *p* < 0.001; Strain effect, *F*_(1,44)_ = 0.030, n.s.; MS effect, *F*_(1,44)_ = 0.058, n.s; Devaluation × Strain × MS effect, *F*_(1,44)_ = 0.1271, n.s., Figure 5A]. Finally, in the concurrent choice test (conducted in fasted animals), the presence of an alternative reward less palatable (chow), but freely available in the operant chamber, reduced the number of lever presses for sweetened milk similarly between control and MS groups of both strain [Concurrent choice effect, *F*_(1,44)_ = 10.787, *p* < 0.001; Strain effect, *F*_(1,44)_ = 3.25, n.s., MS effect, *F*_(1,44)_ = 2.46, n.s.; Concurrent choice × Strain × MS effect, *F*_(1,44)_ = 0.316, n.s., Figure 5B]. The total amount of chow consumed during the test was similar between groups in both strains [Two-way ANOVA, Strain effect, *F*_(1,44)_ = 0.0004, n.s.; MS effect, *F*_(1,44)_ = 0.72, n.s., Strain × MS effect, *F*_(1,44)_ = 0.59, n.s., Figure 5C].

**Figure 5:**
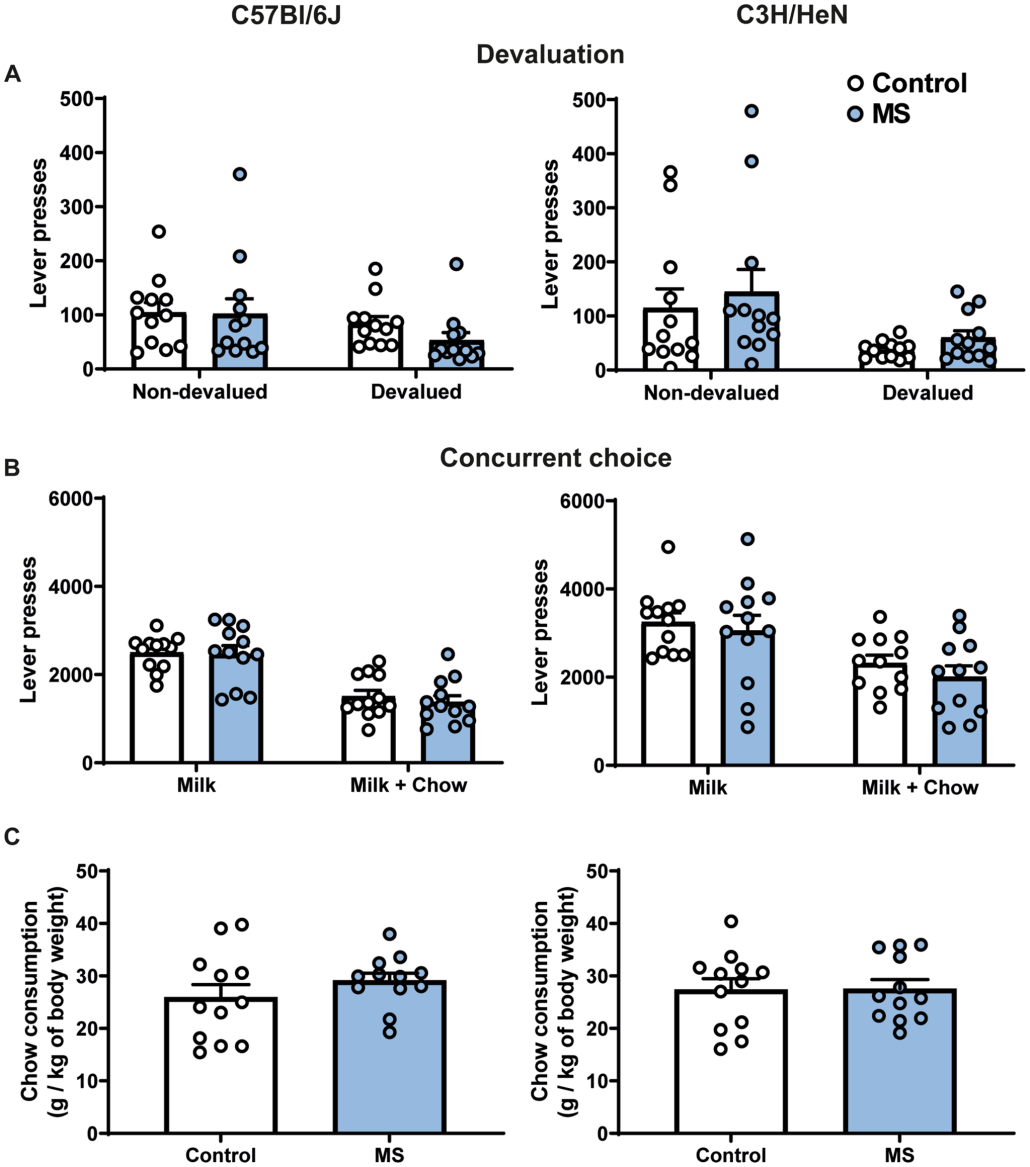
Impact of maternal separation on outcome devaluation and concurrent choice procedures in C57Bl/6J and C3H/HeN male mice. Maternal separation does not affect representation of outcome value and rate of lever presses in the concurrent choice procedure in C57Bl/6J and C3H/HeN mice. **(A)** Lever presses during a 5-min extinction test in a non-devaluated condition (Intralipid consumption before test) and in a devaluated condition (milk consumption before test). **(B)** Lever presses during a concurrent choice procedure: milk was provided as sole reward after instrumental response or standard chow was provided as free alternative to milk reward. Three-way ANOVA. **(C)** Amount of chow consumed during the concurrent choice test. *n* = 12 mice per group. Two-way ANOVA.

### 3.4. Maternal separation modifies the transcriptional profile in the nucleus accumbens of C3H/HeN

To investigate the molecular brain signature associated with exacerbated motivation in MS animals, after the operant task, we performed transcriptomic analysis in male C3H/HeN offspring. 

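For the hypothalamus (HT), the region at the base of the forebrain that controls food intake, body temperature and pituitary hormones, the data came from 8 adult male C3H/HeN mice. The MS group held 4 mice that were separated from their dam for 180 min per day from PND 2 to 14, with unpredictable stress of the dam, and the control group held 4 undisturbed mice. The HT of each mouse gave 200 ng of RNA, which was labeled with the dye Cy3 and hybridized to 1 array, so that a signal measures 1 mouse. All 8 arrays lay on 1 slide in 2 rows, with 2 control and 2 MS mice in each row. The labels do not say which mice shared a litter or a cage, so the p-values measure the spread between these mice. The control mice were numbered 8.2, 8.4, 8.5 and 6.2, and the MS mice 7.1, 7.2, 7.6 and 5.3. If the number before the dot is a litter or a cage, most mice of a group shared it and none was common to both groups. The tests and intervals treat the mice as independent, which they then may not be.

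The authors read the brightness of each spot with Agilent Feature Extraction software, which subtracted the background, removed gradients across the array and gave a flag to spots well above background. From there, the processed signals were put on a log2 scale, spots of the same probe were averaged and the 75th percentile of the array was subtracted. The paper's text does not name the normalization, so other ones were run beside it. In the authors' own normalized table of 34970 probes, the column medians lay between 8.656 and 8.657, and the order of the probes in each array was that of the raw median signals (Spearman's rho 0.999995 to 0.999999, across probes, which are not independent replicates).

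Of 55681 probes other than controls, 37314 (67.0%) were well above background on at least 4 of the 8 arrays and were tested. The number above background was 34948 to 39601 in the control mice (median 37578) and 34079 to 38724 in the MS mice (median 37168). The 75th percentile of the signal was 853 to 967 in the control mice (median 898), and 567 to 1018 in the MS mice (median 914), and 0 spots were saturated. MS 7.6 (named, like the other mice, by group and by its number in the labels) had the dimmest array. Gene names were updated through a reference table for 27235 probes by accession, 2269 by symbol and 211 by an older symbol, while 157 kept the name in the array files and 25809 were left without a gene name. Where a gene had several probes, the brightest one tested stood for it, which gave 16666 genes. The number of arrays limits the precision of each value. Groups were compared with limma, after which p-values were adjusted by the Benjamini-Hochberg method.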

We hybridized RNA from whole-tissue micropunches of NAc, mPFC, and hypothalamus on Agilent microarrays. Descriptive analysis via hierarchical clustering showed a clear separation for NAc only (Figure 6A and Supplementary Figures S2A,D). 

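In the HT, mice of the same group were no closer to each other than to mice of the other group. The distance between mice, 1 minus Pearson's correlation over the 37314 probes tested, was on average 0.00656 between control and MS mice and 0.00664 within the groups. The difference of -8.35e-05 was reached or exceeded by 20 of the 35 ways to split the 8 mice into 4 and 4 (exact permutation test, one-sided, p = 0.571). With Ward's linkage, control 8.2 and MS 7.2 joined first, at a height of 0.00338. MS 7.6 and control 8.5 were the last to join the tree, so that its first 2 branches held MS 7.6 alone and the other 7 mice of both groups.

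The mice whose arrays lay in row 1 of the slide were close to each other, and those of row 2 were not. The 6 pairs of mice within row 1, which held control 8.2, MS 5.3, control 8.4 and MS 7.2, were 0.00338 to 0.00434 apart (mean 0.00385). The 6 pairs within row 2 were 0.00675 to 0.00992 apart (mean 0.00856), on average further than the 16 pairs of mice from different rows, at 0.00516 to 0.00897 (mean 0.00688). On average over both rows, mice of different rows were further apart than mice of the same row by 0.000677 (exact permutation test, one-sided, p = 0.0571, 2 of 35 splits as large). This difference was -0.000234 without control 8.2, -0.000172 without MS 5.3, -0.000132 without MS 7.2 and 0.000108 without control 8.4, and 0.00121 to 0.00183 without any 1 mouse of row 2.

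**Figure D1:**
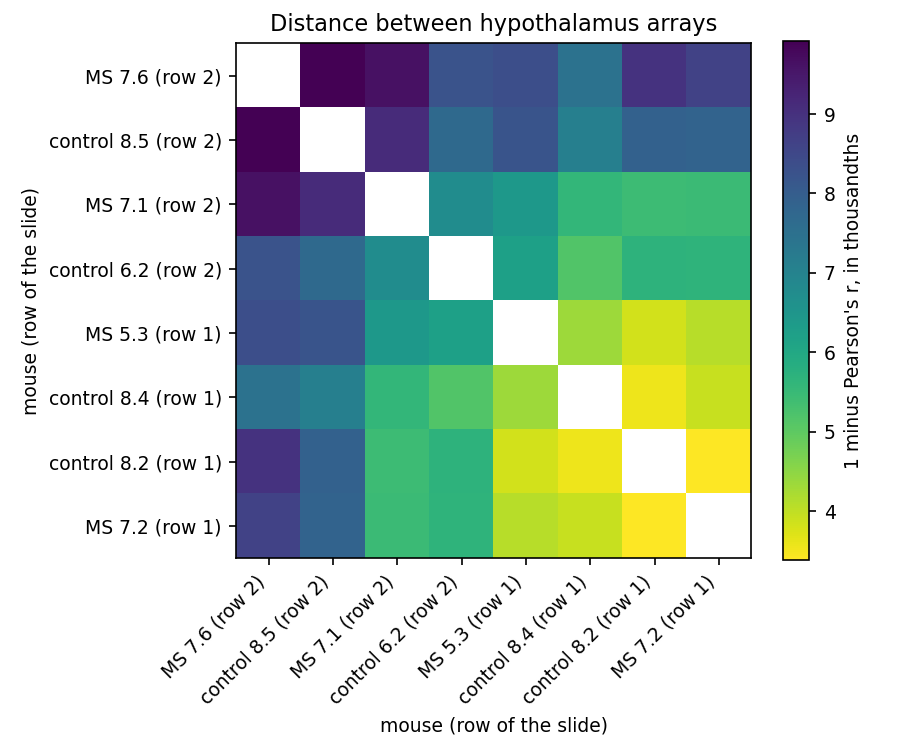
Distance between the hypothalamus arrays of the 8 mice, as 1 minus Pearson's correlation in thousandths (color), in the order of the tree. Both axes give the mouse, with the row of the slide in brackets. The 4 mice of row 1 form the block of small distances, and MS 7.6 and control 8.5 are far from all others.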

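A PLS-DA model of the HT with 2 components separated the 4 MS mice from the 4 control mice, but it separated other groupings of the same mice as well. PLS-DA searches, among all probes, for combinations that tell the groups apart, and R2Y is the share of the group difference that these combinations explain. The 2 components held a share of 0.354 of the variance of 37296 probes and explained a share of 0.984 of the group difference. In the other splits of the 8 mice into 4 and 4 the explained share was between 0.976 and 0.998. It was as high as for MS against control in 25 of the 35 splits, the real one included (exact permutation test, one-sided, p = 0.714).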

PLS-DA analysis was able to build a model in each tissue but only the model in the NAc was validated (Figure 6B, *p*R2Y = 0.014, *p*Q2 = 0.02 for NAc, Supplementary Figure S2B, *p*R2Y = 1, *p*Q2 = 0.84 for mPCF, and Supplementary Figure S2E, *p*R2Y = 0.78, *p*Q2 = 0.94 for hypothalamus). No differentially expressed genes (DEGs) were found in the mPFC and hypothalamus (Supplementary Figures S2C,F), while 375 DEGs were found in NAc: 306 downregulated and 69 upregulated (Figure 6C and Supplementary Table S1). Therefore, the transcriptional effect is restricted to the NAc tissue. 

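In the HT, 0 of the 37314 probes differed between MS and control mice at an adjusted p under 0.05 from limma, and 1270 did at an unadjusted p under 0.05. The smallest adjusted p was 0.135 and the next 0.901. None of the genes named here passed the test (limma, adjusted p = 0.989 for each of the 20). By a rule set beforehand they are those of smallest p in each direction, except that *Gm14207* was left out. With 1 probe per gene *Gm14207* had the smallest p (log2 fold change -0.66, standard error 0.11). It was well above background in only 1 MS mouse, but so were *Apobec2* and *Foxl1*, which were kept. Among the 10 named genes with higher values in MS mice, *Kcna5*, a voltage-gated potassium channel, had a log2 fold change of 0.30 (standard error 0.07). *Crabp1*, a binding protein of retinoic acid, had 0.32 (standard error 0.08), and *Colec11*, a lectin of the complement system, 0.63 (standard error 0.14). The log2 fold change of *Usp15*, which removes ubiquitin, was 0.20, and that of the olfactory receptor gene *Olfr1428* was 0.57. The other genes were *Aadacl4fm1* (0.44), *Olfr30* (0.39), *Lrrc15* (0.69), *Proc* (0.48) and *Rpl3l* (0.39). *Olfr30*, *Proc* and *Rpl3l* were dim and well above background in only 3 control mice, so their fold changes have no exact size.

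Among the 10 named genes with lower values in MS mice, *Nms*, which encodes neuromedin S, a peptide of the suprachiasmatic nucleus, had the lowest log2 fold change, -1.11 (standard error 0.22). Its probe lies on chromosome 1 of mm9 from 39007038 to 39007097. The log2 signal of *Nms* over the 75th percentile was -2.30 ± 0.24 (SD, n = 4) in control mice and -3.41 ± 0.44 (SD, n = 4) in MS mice, and the fold change was -1.44 in row 1 of the slide and -0.78 in row 2. *Fbln5*, which encodes a protein of elastic fibers, had a log2 fold change of -0.32 (standard error 0.07). Others were *Ceacam2* (-0.40), *Ggt5* (-0.41), *Kbtbd12* (-0.41, with the opposite sign at its other probe) and *Lima1* (-0.33). *Gbgt1* (-0.80), *Apobec2* (-0.72), *Foxj2* (-0.80) and *Foxl1* (-0.84) were dim. Among MS mice, *Apobec2* and *Foxl1* were well above background in 1, *Gbgt1* and *Foxj2* in 2 and *Kbtbd12* in 3. The fold changes of these genes thus have no exact size. The sizes depend on the processing: in the setting with the smallest value, mostly normexp background correction, 16 of the 20 log2 fold changes were over 1.5 times smaller. They were only -0.095 for *Gbgt1*, -0.044 for *Apobec2*, -0.100 for *Foxj2*, -0.079 for *Foxl1* and -0.031 for *Kbtbd12*, and -0.63 for *Nms*, -0.15 for *Ceacam2*, -0.16 for *Ggt5* and -0.16 for *Lima1*. Among the genes with higher values, they were 0.38 for *Colec11*, 0.30 for *Olfr1428*, 0.24 for *Aadacl4fm1*, 0.16 for *Olfr30*, 0.30 for *Lrrc15*, 0.16 for *Proc* and 0.20 for *Rpl3l*.

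For each of these 20 genes, the values of the 2 groups did not overlap (exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). This held for 756 probes, or 2.03%, where chance gives 2.86%. With the mice grouped by the number before the dot in their label as a random block, 1 probe, with no gene name, had an adjusted p of 0.0340 in limma. In row 2 of the slide alone, another unnamed probe, not well above background in either control mouse of that row, had an adjusted p of 0.0392 from limma. In row 1 alone none passed, and *Hcrt*, the gene of orexin, had the smallest p (adjusted p = 0.0543 from limma).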

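In the HT, the genes that the paper discusses for the NAc differed little between the groups. *Agt*, the precursor of angiotensin, had a log2 fold change of -0.09 (standard error 0.08) in the HT, and the paper's value for the NAc in Supplementary Table S1 is -1.53. In 19 other settings its HT value ranged from -0.14 to -0.04. For *Pnoc*, which encodes the precursor of nociceptin, the log2 fold change in the HT was -0.19 (standard error 0.09), and the paper's NAc value is -1.35. *Igsf1* had a value of 0.15 (standard error 0.08, with 0.09 to 0.19 in the other settings, and the paper's NAc value is -1.77). *Npas1* had -0.15 (standard error 0.18, with -0.50 in row 1 of the slide and 0.20 in row 2, and -1.69 in the paper's NAc). *Pvalb*, the parvalbumin of fast-spiking neurons, had 0.39 (standard error 0.26, and -1.89 in the paper's NAc). Without control 8.5, which had the lowest *Pvalb*, these were 0.10 for *Pvalb* and -0.34 for *Npas1*, and *Npas1* was -0.05 without control 8.2 or control 8.4. For *Gnas*, the stimulatory G protein subunit, the brightest probe had 0.02, and the paper's NAc value of -1.38 is for another probe of the gene. *Fosl2* had 0.07 (0.65 in the paper's NAc) and *Angpt2* 0.05 (0.66 in the paper's NAc). *Ucp1* was not well above background on over 3 arrays and was not tested.

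The limma test gave an adjusted p of at least 0.989 for each of these 8 genes, and the signs of *Gnas*, *Fosl2* and *Angpt2* turned in some of the other settings. Supplementary Table S1, chosen by the study in the NAc of mice of the same groups, holds 374 probes as used here, 304 lower and 70 higher in the NAc. These counts differ slightly from those of the DEGs in the paper's text. Of the 374 probes, 368 were tested in the HT. The log2 fold changes of these 368 probes in the HT had a median of 0.00 and ranged from -0.64 to 1.03. In limma, 0 were at an adjusted p under 0.05 and 8 at an unadjusted p under 0.05. Whether the effect of MS differs between the HT and the NAc was not tested, because the NAc arrays were not analysed here. In the NAc only, the paper reports groups set apart by clustering, a PLS-DA model that held and DEGs. It concludes that the effect on transcription is limited to the NAc.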

A bioinformatic analysis of functions and networks was carried on the 375 DEGs using the IPA software and the ConsensusPathDB-mouse (CPDB) website. This detected an overrepresentation of 8 canonical pathways with BH *p*s < 0.05 and 18 KEGG pathways with *q* < 0.05, respectively (Figure 6D). Among these pathways, 2 are common to the 2 analyses: GABA receptor signaling/GABAergic synapse and Glutamate receptor signaling/Glutamatergic/synapse. Pathways analysis also pointed out stress related pathways (α-adrenergic signaling and CRH signaling) and addiction pathways (nicotine, morphine cocaine). The IPA analysis also predicted upstream regulators, which may be causing the observed gene expression changes. Interestingly, among the 3 predicted upstream regulators, the L-Dopa had the lowest *p-*value and the highest *z*-score, with a predicted activation whereas the uncoupling protein 1 *Ucp1* and the histone deacetylases *Hdac* were predicted as inhibited (Figure 6E). Finally, using TLDA assays, we performed a RT-qPCR analysis on 84 genes of NAc samples from males and females of both strains. Microarray results obtained in C3H/HeN male mice were validated by TLDA (Supplementary Figure S2G, Spearman correlation *rho* = 0.754; *p* < 2.2e^−16^). A clustering analysis of these TLDA results showed clearly the differential expression of the 84 genes between control and MS C3H/HeN males. In contrast, we did not observe any differential expression for the 84 genes identified in C3H/HeN mice when we compared control and MS C3H/HeN females or control and MS C57Bl/6J regardless of the sex (Supplementary Figure S2H).

**Figure 6:**
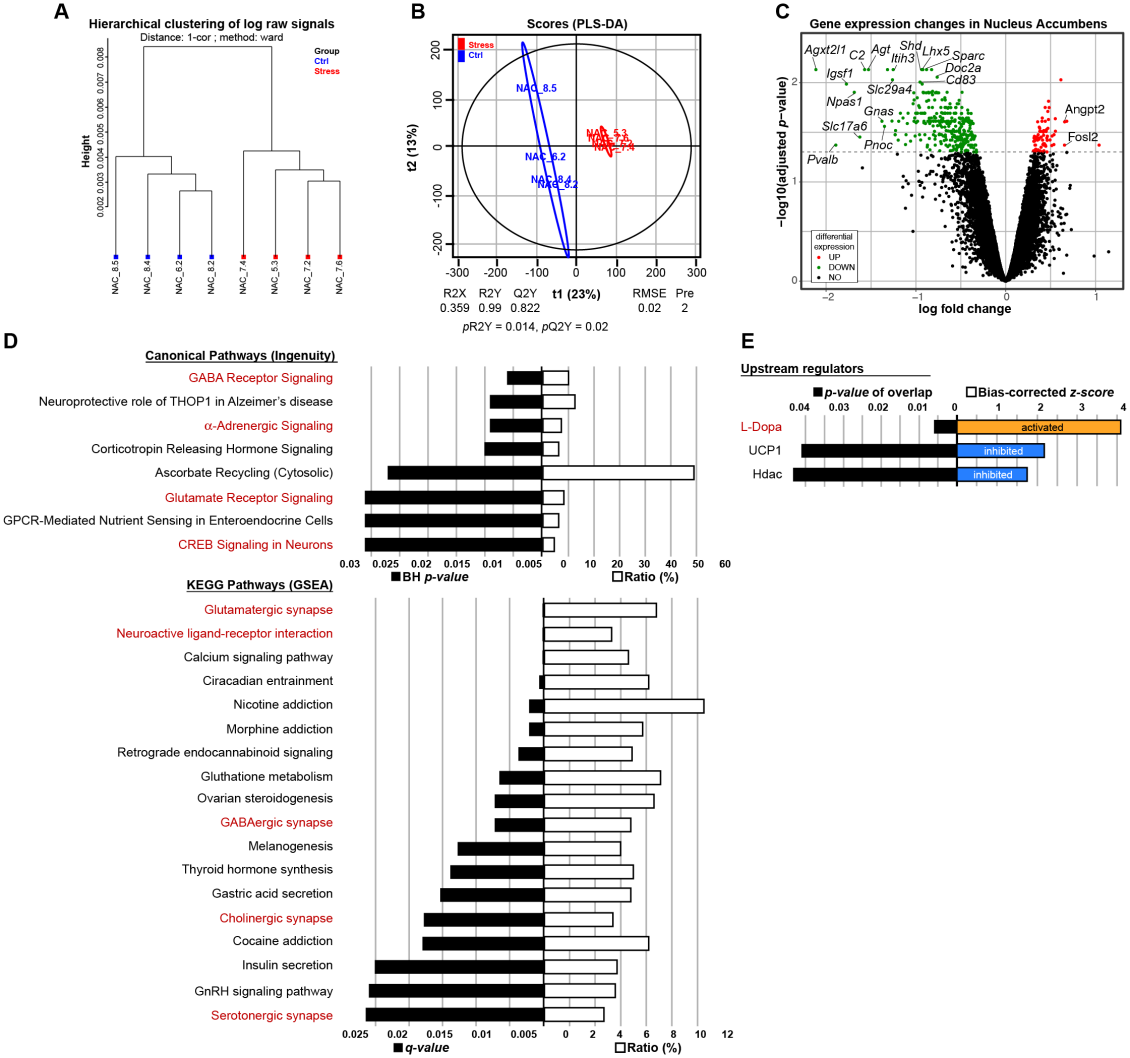
Impact of maternal separation on gene expression in the nucleus accumbens (NAc) of male C3H/HeN mice. Maternal separation drastically modifies the transcriptional profile in the NAc of male C3H/HeN mice. Clustering by Euclidean distance of the raw transcriptomic datasets of NAc from Control (blue) or MS (red) male adult offspring **(A)**. Score plots from the PLS-DA classification into Control (blue) and MS (red) groups. A model is considered robust when the response variance explained (R2Y = 0.99) is higher than the predictive performance of the model (Q2Y = 0.822). A model with a Q2Y > 0.5 is considered to have a good predictive performance **(B)**. Volcano plot depicting significantly differentially expressed genes in the NAc of C3H/HeN mice between the MS and Control conditions **(C)**. Top Canonical Pathways and KEGG pathways **(D)** and top upstream regulators **(E)** involved. In red are depicted the pathways or regulators associated with NAc neuronal function. *n* = 4 mice per group.

## 4. Discussion

MS models in mice have been widely used to examine the long-lasting effects of early-life stress on emotional function. Herein, we report evidence for a strain-dependent effect of MS on the motivation for a palatable nutritional reward in an operant conditioning paradigm. Our data show that MS combined to unpredictable chronic mild stress in lactating dams exacerbated motivation for a highly palatable food reward (sweetened milk) in both male and female C3H/HeN mice, but had no effect in C57Bl/6J strain. 

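In the HT of these mice, none of the 10 measured genes in the list named receptors of the HPA axis passed the test. The list has 12 genes, and the receptor genes *Avpr1b* and *Mc2r* were not measured. None of the genes that glucocorticoids induce passed either. In the list of receptors, the log2 fold changes ranged from -0.44 to 0.12, with the lowest for the vasopressin receptor *Avpr1a* (standard error 0.38), named after its value was seen. The glucocorticoid receptor *Nr3c1* had a log2 fold change of 0.02 between MS and control mice (95% confidence interval from limma -0.11 to 0.15, n = 4 per group). For the mineralocorticoid receptor *Nr3c2* it was -0.15 (-0.39 to 0.10), and for the CRH receptor *Crhr1* 0.12 (-0.13 to 0.38, and 0.04 without control 8.5). In 19 other settings the value of *Nr3c2* ranged from -0.24 to -0.04. Among 17 glucocorticoid-responsive genes, all measured, 0 were higher and 0 were lower in MS mice, over all probes or adjusted over the list alone. *Fkbp5*, a chaperone of the receptor, had 0.06 (-0.22 to 0.34), and *Sgk1*, a kinase, 0.19 (-0.53 to 0.91). Of 19 other settings, the sign turned in 3 for *Nr3c1* and in 2 each for *Fkbp5* and *Sgk1*. Of 15 immediate early genes measured, which neuronal activity induces, 0 were higher and 0 lower. *Nr4a2* had the smallest p among those with a positive value, with a log2 fold change of 0.38 (-0.26 to 1.02), which was 0.16 without MS 7.2 and 0.60 without MS 7.1.

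The confidence interval lay within 2-fold in both directions for 35391 of the probes (94.8%), and within 1.5-fold for 84.0%.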

The transcriptomic analysis revealed that exacerbated motivation in MS C3H/HeN male mice was associated with marked changes in gene expression in the NAc, whereas no significant changes were reported in the PFC or hypothalamus.

A primary and key result of our study is the overall difference in behavioral and brain gene expression outcomes observed between C3H/HeN and C57Bl/6J strains in response to early life stress. Body weight and food motivation were specifically altered in C3H/HeN but not in C57Bl/6J suggesting that C3H/HeN strain is more susceptible to MS for these studied parameters. This comforts previous findings showing a resilience of the C57Bl/6J strain to the MS procedure effects (27, 43). Indeed, despite the fact that MS procedure has been fairly well-established in rats (10, 44), results in mice especially in the C57Bl/6J strain are very heterogenous. Previous work using an early-life stress paradigm close to our study (3 h MS from PND1 to PND14, coupled to an unpredictable restraint stress or forced swim stress in dams during separation) showed increased depressive-like behaviors, reduced anxiety, but had no impact on serum insulin levels in C57Bl/6J offspring exposed to early stress (29, 45, 46). Regarding the HPA axis function, we demonstrated that MS increases plasma corticosterone at the beginning of the dark phase in both strains, consistent with previous results in the literature (27, 47). This finding is important since it demonstrates that despite differential strains’ sensitivity to MS in food motivation, both strains are affected by MS. Most of previous works conducted in C57Bl/6J exposed to MS report long-term effects on behavior, only when animals are re-exposed to an additional stressor such as early weaning at PND17 (48), chronic social defeat or unpredictable chronic mild stress (UCMS) at adulthood (25, 26). Without additional stress, emotional behaviors in MS C57Bl/6J mice generally do not significantly differ from controls (25–27, 43, 49, 50). On the other hand, C3H/HeN strain displays gut dysfunction after MS (17, 30, 31) and emotional impairments in a multi-hit model combining MS, maternal UCMS and prenatal infection (31). The different susceptibility to MS procedure between the C57Bl/6J and C3H/HeN strains could be due to maternal care differences. Accordingly, C3H/HeN dams display more pups licking and nursing than other strains (51). This robust maternal behavior may be more affected by the disruption of the nest and pups’ separation associated to MS procedure. Additionally, C3H/HeN strain are more anxious and show a higher sensitivity to stress compared to other mice strains; whereas C57Bl/6J strain has been recurrently described in the literature as a strain particularly resilient to stress (52). Taken together, this suggests that MS effects may vary depending of strains and behavioral dimensions.

Clinical literature suggests that early-life adversity is associated with higher risk to develop food addiction behaviors and obesity in adulthood (6, 7, 53). Although emotional behaviors have been extensively studied in MS literature, motivation for food reward has been less explored. Previous works in rodents exposed to early-life stress, demonstrate that MS exacerbates drugs of abuse motivation and ethanol intake (21, 54). Since addictive drugs and palatable food partially share common neurobiological substrates, we hypothesized that MS will affect food motivation and impact the mesolimbic circuit. Previous findings in rats showed that early-life stress exacerbates motivation for palatable food as indicated by their higher breakpoint in operant task and their lower latency to reach chocolate pellets in a runway task (18, 55). Here, we present data supporting an impact of early-life stress on palatable food motivation in operant conditioning test in C3H/HeN mice. This effect is strain-dependent, but it is observed in both male and female MS C3H/HeN mice. Interestingly, differences were reported in RR and PR schedules when the effort to obtain the palatable food reward is high. In contrast, FR-1 schedule performances, which reflect more the ability to learn the task, were similar between control and MS groups. Noteworthy, exacerbated motivation for palatable food in MS animals was found in mice non-submitted to food restriction during the instrumental task. These results suggest that regardless of their nutritional status, stressed animals may be more prone to seek and consume calorie-dense food. Accordingly, MS rats ate more palatable food when they have a free access in their home cage (18, 55, 56). Sweetened milk is highly palatable for mice and sugar has been shown to share numerous behavioral and neurophysiological processes with drug of abuse, suggesting the possibility of sugar addiction (57). Our results are in accordance and extend recent finding showing that a single long lasting (23 h) separation at PND3 in mice produces enhanced binge-eating behavior after repetitive cycles of re-exposure to a high-fat diet in adulthood (49) and clinical literature showing that early-life adversity is associated with a higher risk of developing food addiction behaviors and obesity in adulthood (6, 7, 53). Finally, in the present work, we also showed differences in operant response between C57Bl/6J and C3H/HeN strains. While C3H/HeN strains made higher active lever presses under fasting conditions, they were less motivated than C57Bl/6J strains when fed *ad libitum* in RR and PR patterns. We cannot exclude that these strain differences contribute to the variation in MS susceptibility between strains.

An important finding in the present work is that MS C3H/HeN males exhibiting exacerbated motivation for palatable food had marked changes of brain gene expression (adj *p*-values: 375 genes differentially expressed) specifically in the NAc, a key region for the regulation of motivation and reward processing. Notably, we validated a large amount of gene differentially expressed in MS C3H/HeN males using TLDA. Interestingly none of the genes significantly affected by early-life stress in C3H/HeN mice were changed in C57Bl/6J MS mice. However, given that C57Bl/6J results were not obtained using microarray, we cannot exclude that changes affecting other genes also occur in this group. Previous transcriptomic studies demonstrated a significant impact (with non-adjusted *p*-values) of early-life stress using RNAseq analysis in C57Bl/6 strain (25, 26). 

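In the HT, 28 lists of genes set beforehand were tested as groups, 15 of pathways and 13 of cell types or neighboring tissues, and 1 of them passed with camera's preset correlation, while none did with the correlation estimated from the data or with fry. The markers of the pituitary gland, such as the hormone genes *Gh*, *Prl*, *Tshb* and *Cga*, were lower in MS mice, with a median log2 fold change of -0.72 and all 8 measured markers below 0 (camera, adjusted p = 0.00294). None of these 8 genes passed the test alone. The call is lost with the correlation of the markers estimated from the data (adjusted p = 0.814 with an estimated correlation) and with fry (adjusted p = 0.956). The 8 markers were highest in 1 control mouse, control 6.2. There, *Gh* was at 7.11 on the log2 scale, against at most 3.52 in any other mouse. Without that mouse the median was -0.29 (camera, adjusted p = 0.472). Within row 1 of the slide, the median was -0.00, and within row 2, which held control 6.2, it was -1.58. With the slide row as a block, the adjusted p was 0.00390.

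The lists of brain cells did not pass with all 8 mice. Of 10 astrocyte markers, 9 had a log2 fold change above 0, with a median of 0.08 and 0.25 for the water channel *Aqp4* (camera, adjusted p = 0.226 for the list). The 10 neuron markers had a median of 0.06, the 12 genes of myelin 0.01 and the 13 of microglia -0.02. Without control 8.5 the median of myelin was -0.076 (camera, adjusted p = 0.0367 with the preset correlation). With the correlation estimated from the data, 0.584, the adjusted p of myelin over all 8 mice was 0.974. All 8 markers of fibroblasts and meninges had values below 0, with a median of -0.17 (camera, adjusted p = 0.439). This rests on single mice, since the median was -0.46 without control 8.2 and -0.52 without MS 7.6, where the list passed with the preset correlation (adjusted p = 0.00364 without MS 7.6), but only -0.02 without control 8.5 and -0.03 without MS 7.2. With the estimated correlation, 0.717, the adjusted p over all 8 mice was 0.814. Over all 29 lists, including that of blood genes, which was not tested as a group, 346 of 361 listed genes were measured. Of these, 0 passed, either over all probes or adjusted over the list alone.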

Using adjusted *p*-values, we did not detect a significant effect of MS on gene expression in the PFC and hypothalamus, indicating that NAc is a brain area particularly affected by MS in C3H/HeN. The lack of transcriptional change in the hypothalamus is quite surprising given the importance of this brain area in the effects of stress and in the control of food intake. 

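The peptides through which the HT controls food intake did not differ between the groups after adjustment. The paper's methods state that the mice were fasted before the brains were collected. All HT values thus describe fasted mice, and mice fed *ad libitum* were not tested. Of 20 listed feeding peptides, 19 were measured, with 8 values above 0 and 11 below, and a median log2 fold change of -0.03 (camera, adjusted p = 0.784). *Agrp* and *Npy*, peptides of the arcuate nucleus that drive feeding, had log2 fold changes of 0.22 (standard error 0.15) and 0.19 (standard error 0.07) in MS mice. The value of *Agrp* was 0.09 without MS 7.6. *Pomc*, the precursor of melanocortins that restrain feeding, had -0.15 (standard error 0.24, with 0.20 in row 1 of the slide and -0.50 in row 2, and -0.00 without control 8.5), and *Cartpt* had -0.03, with a sign that turned in 3 of 19 other settings. The leptin receptor *Lepr* had -0.07, with -0.19 in row 1 of the slide and 0.05 in row 2, and only 2 of its 4 tested probes were below 0. The melanocortin receptor *Mc4r* had 0.10 (0.03 without MS 5.3). None of the 28 genes of feeding hormone receptors and their signaling was higher or lower in MS mice, whether over all probes or adjusted over the list alone.

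Of 13 neuroendocrine genes, 12 were measured, with a median of -0.09 (camera, adjusted p = 0.226), and -0.19 without MS 7.1 (adjusted p = 0.00894), both with the preset correlation. Over all 8 mice the adjusted p was 0.814 with an estimated correlation and 0.956 with fry. *Crh*, which starts the stress response of the HPA axis, had a log2 signal of -0.80 ± 0.26 (SD, n = 4) in control mice and -1.14 ± 0.20 (SD, n = 4) in MS mice, and its log2 fold change was -0.68 in row 1 of the slide and 0.01 in row 2. The log2 fold change of *Avp* was -0.02, that of *Oxt* 0.14 (with signs that turned in 4 and 1 of 19 other settings) and that of *Trh*, the thyrotropin-releasing hormone, -0.61 (standard error 0.29). For *Trh* it was -1.19 in row 1 and -0.03 in row 2, with the lowest signals in MS 5.3 (3.51) and MS 7.2 (3.50). *Sst*, which encodes somatostatin, had a log2 fold change of -0.21 (standard error 0.07), without overlap between the groups (exact permutation test, two-sided, p = 0.0286, and adjusted p = 0.989 from limma).

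**Figure D2:**
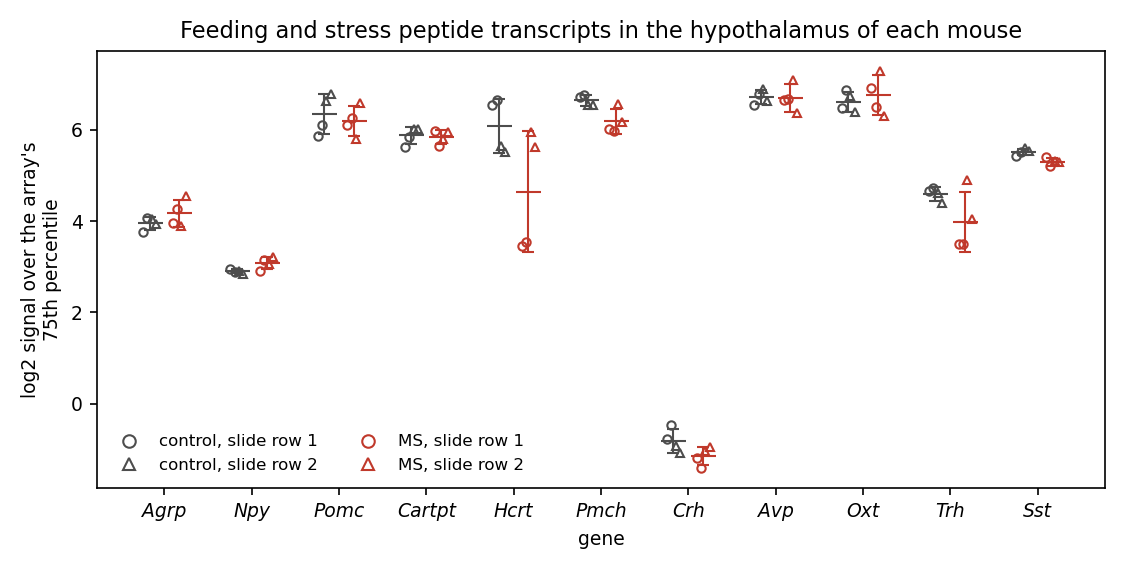
Log2 signal over the 75th percentile of the array for 11 peptide genes (x axis) in the HT of each of the 4 control (gray) and 4 MS (red) mice. Circles are mice of slide row 1 and triangles mice of row 2, and bars give the mean and SD. For most genes the groups overlap, and for *Hcrt* 2 MS mice of row 1 lie far below the other 6 mice.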

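In most settings, but not in all, the HT probes at an unadjusted p under 0.05 were fewer than expected if no probe differs. The 1270 probes at an unadjusted p under 0.05 from limma were 3.40% of those tested, where 1866 are expected if no probe differs. With the number before the dot of the mouse labels as a random block there were 3370 (9.03%). In slide row 1 alone there were 1980 (5.31%), and both counts exceed 1866. In the main setting, splits other than MS against control also exceeded 1866, as given below, so this excess alone does not point to MS. Of the 1270, 374 (29.4%) were higher and 896 lower in MS mice. With quantile normalization, 520 were higher (45.8%) and 616 lower, and with the authors' normalized values 543 were higher (50.1%) and 541 lower, so the excess of lower values was not kept. They include *Pmch*, *Nms* and *Npy2r*, a receptor of neuropeptide Y whose log2 fold change was 0.21 (standard error 0.08). Every split of the 8 mice into 4 and 4 was tested in the same way, and 28 of the 35 splits, the real one included, gave at least as many probes. The highest number among the others was 3067, and the split by slide row gave 2676.

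To see which changes 4 mice per group can show, 200 probes were changed by known sizes in simulated data with the spread of these mice. Changes of all the sizes below were in the same data, so the rates hold for this mixture and not for a single change. Of the unchanged probes, 4.96% had an unadjusted p under 0.05, against 3.40% of the tested probes in the real data. The simulated data thus differ from the real ones. At an adjusted p under 0.05, only 4.6% of the changes of 0.32 on the log2 scale were found, 50.3% of those of 1.5-fold, 84.7% of those of 2-fold and 93.6% of those of 3-fold.

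**Figure D3:**
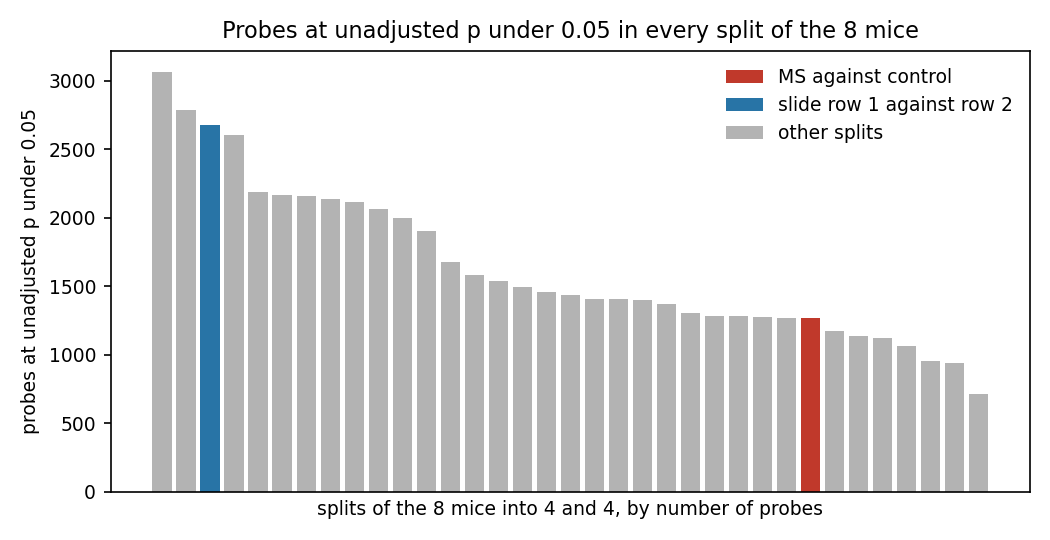
Number of probes at an unadjusted p under 0.05 (y axis) for each of the 35 splits of the 8 mice into 4 and 4, in order of that number (x axis). MS against control (red) gave 1270, slide row 1 against row 2 (blue) gave 2676 and the other splits (gray) 715 to 3067.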

Again, it is important to note that we used here the Benjamini-Hochberg adjusted *p*-values method which is highly conservative and may lead to under detection of change in gene expression between groups. 

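Among the transcripts of the lateral hypothalamus, that of orexin was low in 2 of the 4 MS mice. *Hcrt* encodes orexin, a peptide of arousal and feeding made only in this area, and its tested probe lies on chromosome 11 of mm9 from 100623007 to 100623066. The log2 signal was 6.09 ± 0.59 (SD, n = 4) in control mice and 4.64 ± 1.32 (SD, n = 4) in MS mice. It was 3.46 in MS 5.3 and 3.54 in MS 7.2, both in row 1 of the slide, against 5.94 in MS 7.1 and 5.62 in MS 7.6. The control mice had 6.53, 6.65, 5.65 and 5.51. The log2 fold change was -1.45 (standard error 0.62, unadjusted p = 0.0475 and adjusted p = 0.989 from limma, and exact permutation test, two-sided, p = 0.143). Within row 1 it was -3.09 (standard error 0.09, adjusted p = 0.0543 from limma, 2 mice per group) and within row 2 0.20, so it did not hold in both rows. The other probe of the gene was above background in only 1 mouse.

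*Pmch*, which encodes melanin-concentrating hormone, a peptide of other neurons of the same area, had 6.64 ± 0.12 (SD, n = 4) in control and 6.18 ± 0.27 (SD, n = 4) in MS mice. Its log2 fold change was -0.46 (standard error 0.13), with -0.75 in row 1 and -0.18 in row 2 (exact permutation test, two-sided, p = 0.0857). The orexin receptor *Hcrtr1* had a log2 fold change of -0.16.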

Further studies should be conducted to examine the impact of MS on specific nuclei of the hypothalamus such as the lateral hypothalamus.

In the NAc, we identified several genes such as *Agt, Igsf1, Gnas, Pnoc, Npas1, Pvalb*, or *Fosl2* affected by early-life stress in C3H/HeN male mice which have been previously reported to be modified in the NAc or in the VTA after chronic stress procedures (25, 26). Interestingly, *Gnas* (Guanine Nucleotide-Binding Protein G Subunit Alpha) and *Pnoc* (prepronociceptin) have previously been linked to motivation and reward regulation (58–61). *Angpt2* (angiopoietin-2) plays a role in angiogenesis and its expression is induced by inflammatory markers (62). *Angpt2* has not been linked with motivational changes, but recent data suggest that up-regulation of immune factors within the NAc may correlate with addictive phenotype in rats (63) and compulsive sucrose seeking in mice fed with high-fat diet (64). The mechanisms underlying this marked impact of early-life stress on NAc transcriptome in C3H/HeN mice need to be explored. However, pathways analysis (using IPA and CPDB) on NAc genes revealed that the excitatory (Glutamate receptor signaling) and inhibitory (GABA_A_ receptor signaling) pathways are both affected by early-life stress. GABAergic and glutamatergic systems play a major role in neurodevelopment and disruption of these systems have been involved in numerous neurodevelopmental disorders including autism, schizophrenia or ADHD (65). Furthermore, a large body of evidence has linked various perinatal stress paradigms with altered excitatory/inhibitory balance (66–69). Importantly, major upstream regulators identified by IPA are *L-Dopa*, *Ucp1* and *Hdac* suggesting that these factors may contribute to the effects of early stress. UCP1 (uncoupling protein 1, a proton carrier protein generating heat via non-shivering thermogenesis) has been recently identified in the brain, though its role still remains unclear (70). HDAC is an important epigenetic regulator and its inhibition in the NAc promotes drug self-administration (71). As epigenetic regulator, HDAC may be involved in numerous changes in the NAc transcriptome. Among the upstream regulators, the dopamine precursor L-Dopa may have an important function in the observed effects on motivation for a highly palatable reward. L-Dopa therapy in Parkinson disease has been shown to increase the risk of addictive behaviors, including compulsive eating (72). NAc dopamine is involved in palatable food-seeking behavior during instrumental task for schedules that have high-work requirements such as RR or PR (73). A limitation of the present study is that we cannot conclude a direct effect of MS on the NAc transcriptome that could lead to altered food motivation in C3H/HeN mice. Fasting prior to brain sampling can differentially modify gene expression in the NAc in MS CH3/Hen mice. Furthermore, a recent work demonstrates that operant training for highly palatable food in mice changes translating mRNA in dopaminoceptive neurons of the NAc (74). It is then possible that altered gene expression in the NAc results in part from a different rate of exposure to palatable food in C3H/HeN mice exposed to MS.

In conclusion, our work reveals that early-life stress increases motivation for palatable food in *ad libitum* fed adult C3H/HeN mice. This effect is associated with marked changes in gene expression within the NAc. Importantly, exacerbated palatable food motivation after MS is found in both male and female C3H/HeN mice, but this effect is strain dependent suggesting a relative resilience of C57Bl/6J. Overall, our study confirms that early-life adversity has enduring effects on reward circuits and highlights the importance to further explore the impact of early-life stress on motivational processes, in the context of food overconsumption and obesity.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE222781.

## Ethics statement

The animal study was reviewed and approved by Institutional Regional Committee for animal experimentation (agreement #5012050-A).

## Author contributions

MD designed and supervised the study. SF, AF, MJ, M-PM, LJ, and AG performed and analyzed the transcriptomics. AM performed the behavioral tests. LX performed the metabolic measures. MH wrote the first draft of the manuscript. SB and MD wrote the manuscript. All authors discussed and commented on the manuscript.

## Funding

This work was supported by the Agence Nationale de la Recherche (ANR-12-DSSA-0004 Incorporation Biologique et Inégalités Sociales de Santé), Fondation Recherche Médicale (ENV-Environnement—Santé; ENV202003011543), Université de Bordeaux and INRAE.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Strain-specific changes in nucleus accumbens transcriptome and motivation for palatable food reward in mice exposed to maternal separation
**Source:** Front Nutr. 2023 Jul 26;10:1190392. doi: 10.3389/fnut.2023.1190392
**Supplement:** Supplementary file 1

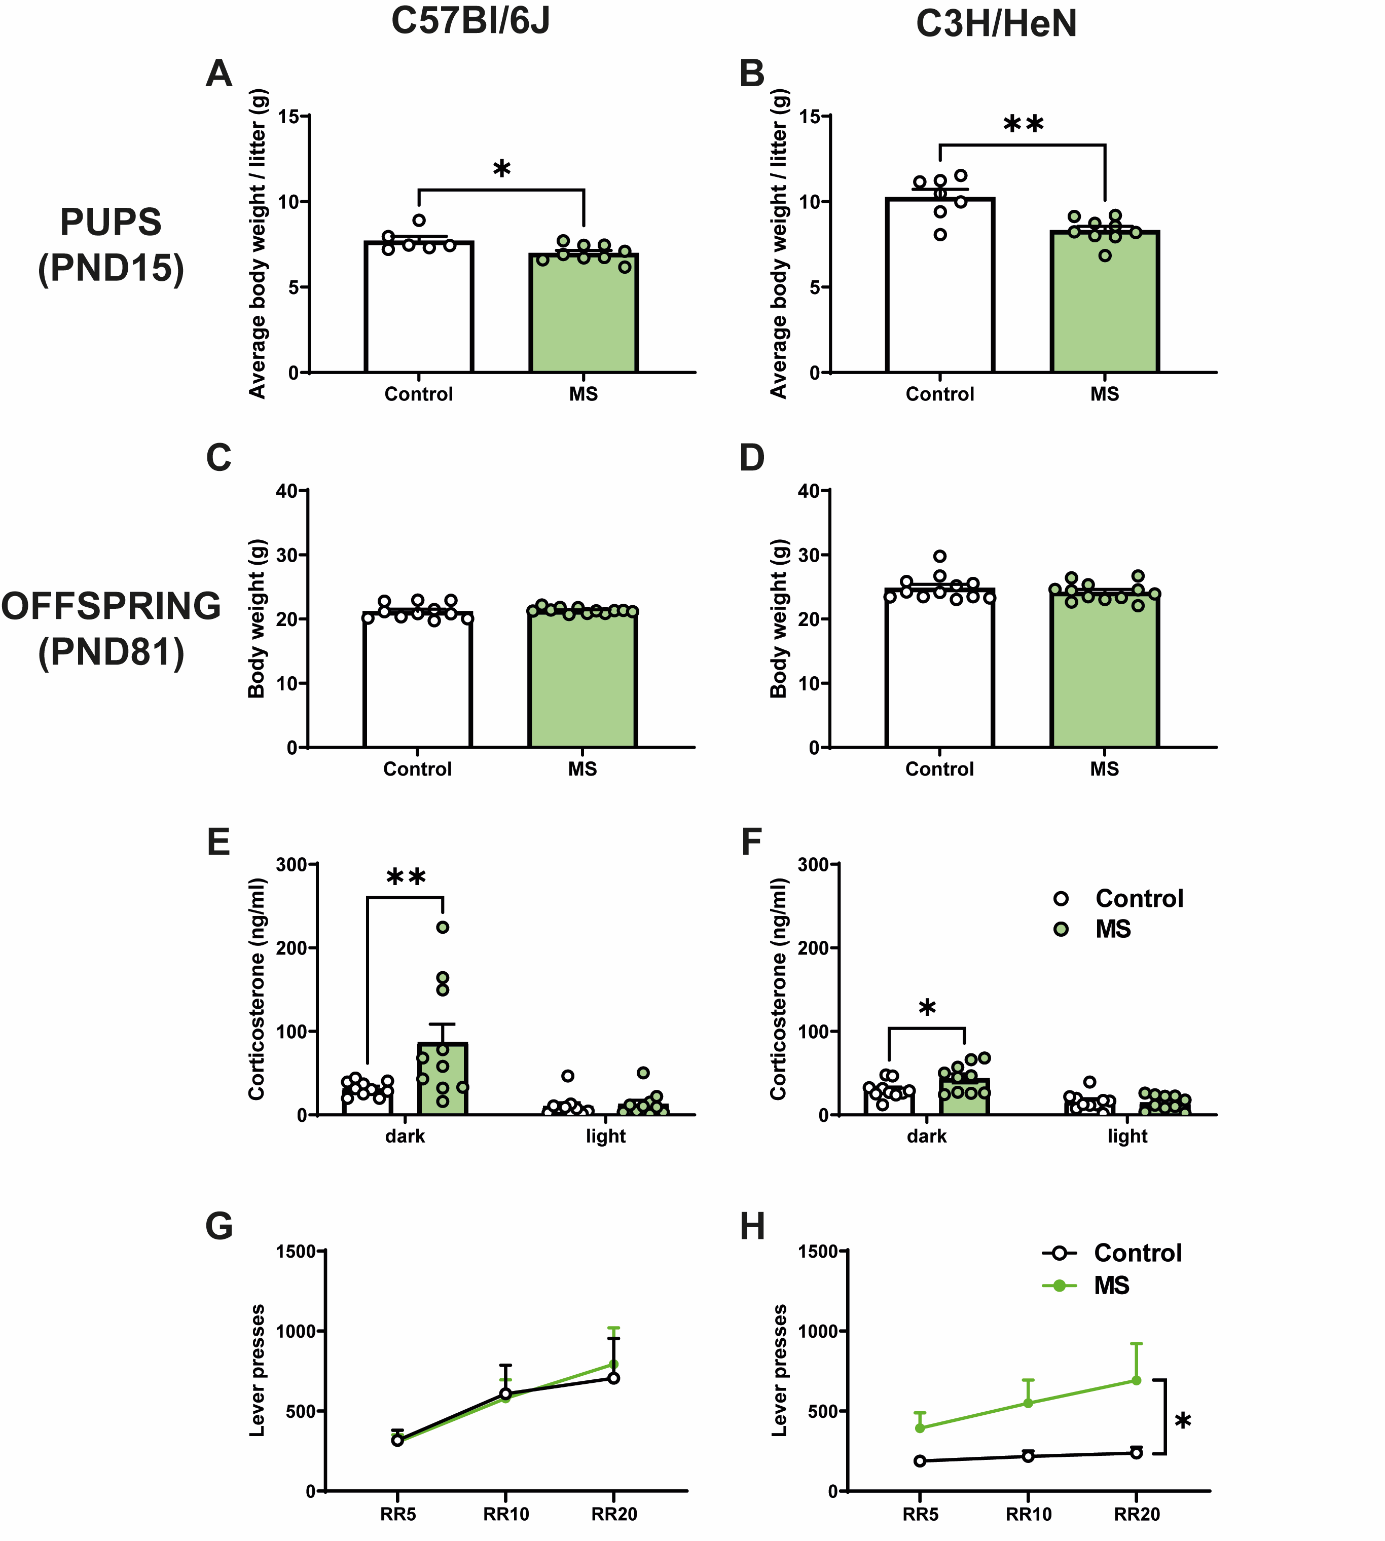

Figure S1. Impact of maternal separation on pup’s body weight, corticosterone level and motivation for palatable food in C57Bl/6J and C3H/HeN female mice. Maternal separation impaired female pups’ body weight at PND15: (A) C57Bl/6J and (B) C3H/HeN. n = 6-9 *per* group, Student t test (C57Bl/6J: t_(13)_ = 2.500, p = 0.0266; C3H/HeN: t_(14)_ = 3.986, p < 0.01). Maternal separation had no effect on females’ body weight at PND81: (C) C57Bl/6J and (D) C3H/HeN. Maternal separation increased plasma corticosterone levels during the dark phase in female mice: (E) C57Bl/6J and (F) C3H/HeN. n = 10 *per* group, Two-way ANOVA followed by Sidak *post-hoc,* C57BL/6J, Period x MS effect, F_(1,13)_ = 5.794, p < 0.05; C3H/Hen, Period x MS effect, F_(1,13)_ = 4.78, p = 0.05, p < 0.05. (G) Control C57Bl/6J and MS C57Bl/6J female mice showed similar lever presses during RR procedure; MS increased lever presses in C3H/Hen female mice compared with controls. n = 8 *per* group, Two-way ANOVA, C3H/Hen, MS effect, F_(1,13)_ = 5.818, p < 0.05. ** p < 0.01, * p<0.05

**
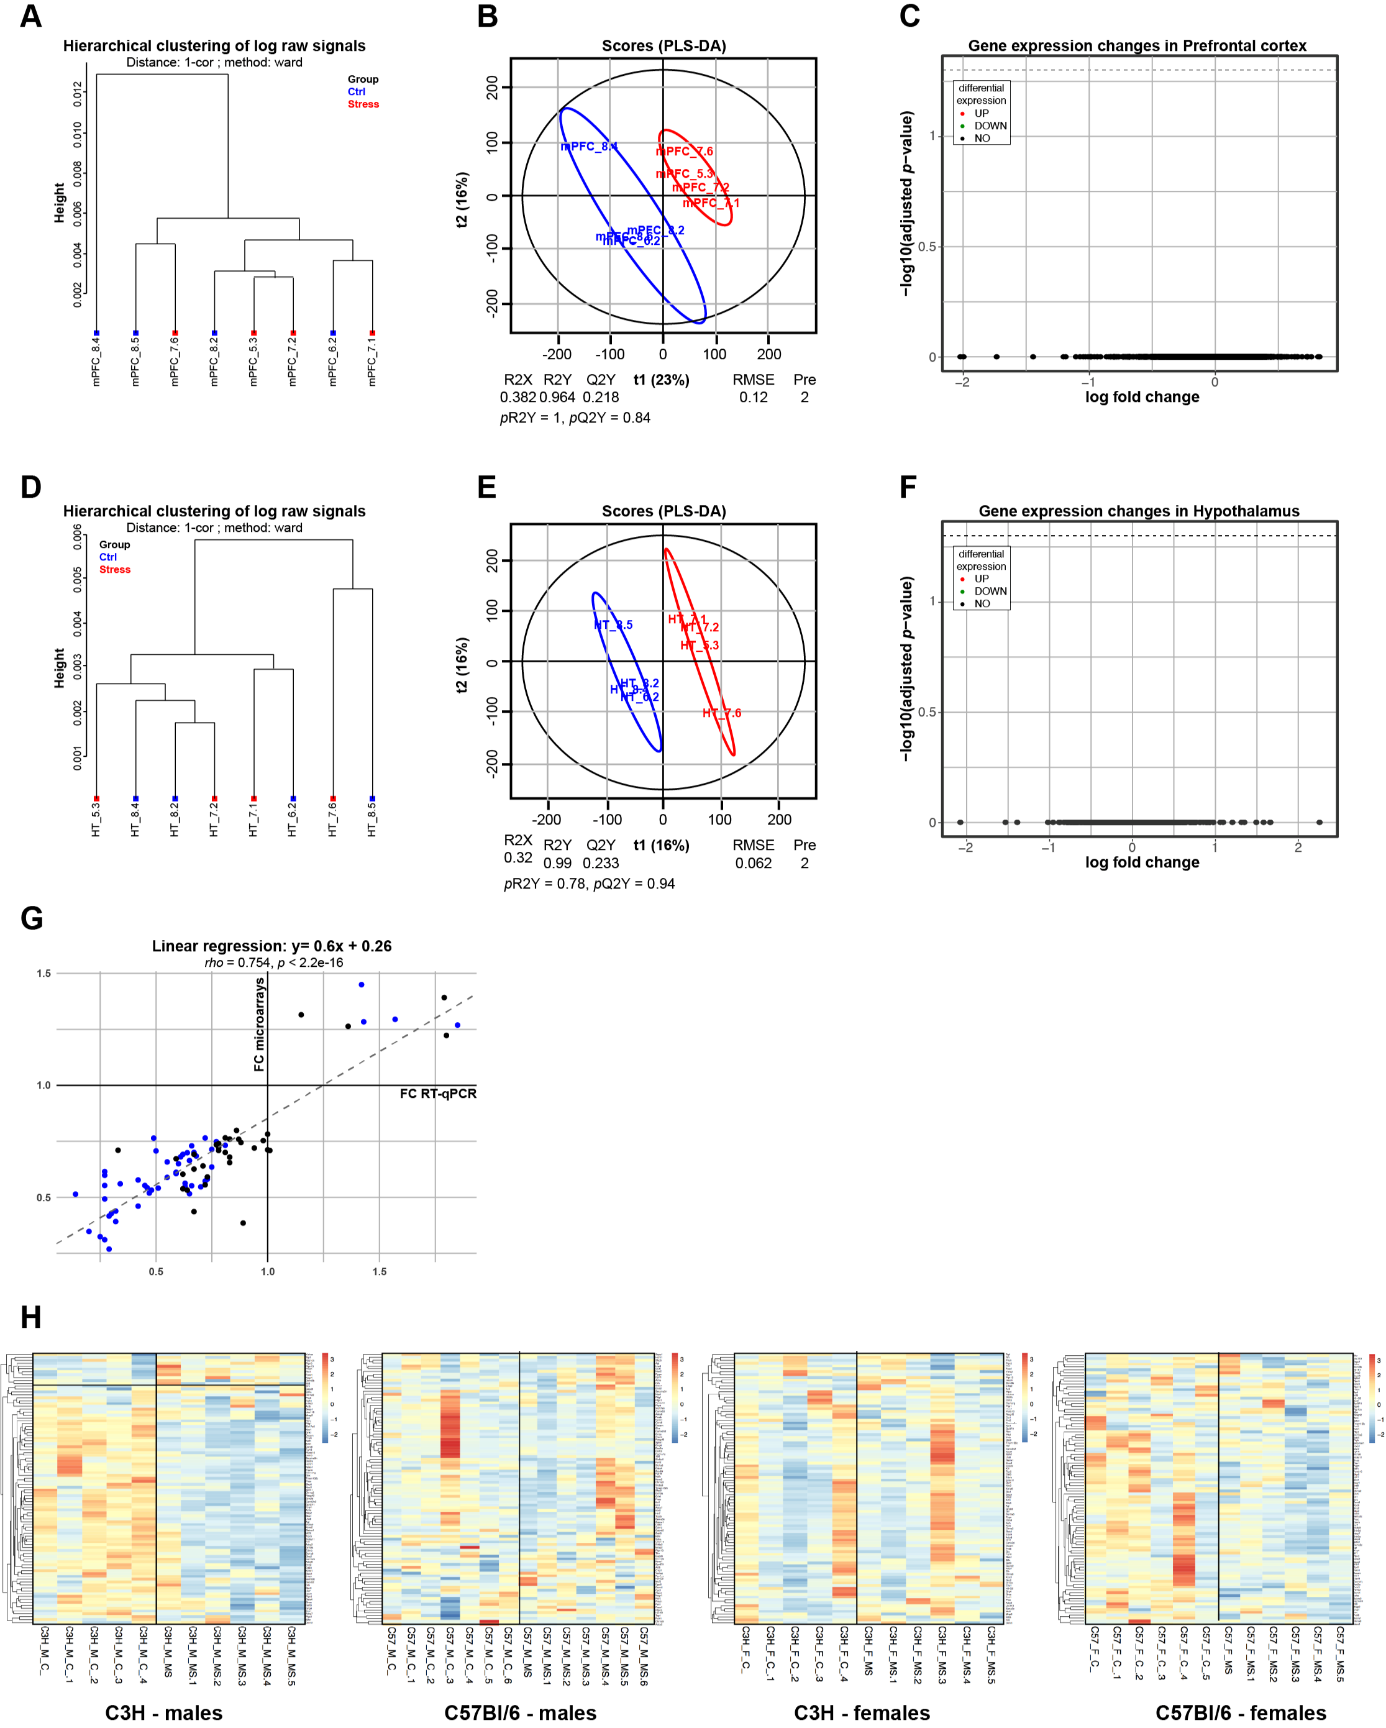
**

**Figure S2. Additional information concerning the transcriptomic analysis.** Clustering by Euclidean distance of the raw transcriptomic datasets from Control (blue) or MS (red) male adult offspring of mPFC **(A)** and HT **(D)**. Score plots from the PLS-DA classification into Control (blue) and MS (red) groups. A model is considered robust when the response variance explained (R2Y) is higher than the predictive performance of the model (Q2Y). A model with a Q2Y > 0.5 is considered to have a good predictive performance, which is not the case neither for mPFC **(B)** not HT **(E)**. Volcano plot depicting no significantly differentially expressed genes were found between the MS and Control conditions neither for mPFC **(C)** not HT **(F)**. n = 4 mice/group. A plot of the fold change (FC) calculated for RT-qPCR and microarray values between male MS and Control NAc for 84 genes. The RT-qPCR data correlated with the microarray data for most of the 84 FC, with a linear equation: y = 0,6x + 0.26 and a high correlation coefficient (rho = 0.754). Spearman’s test indicated that this correlation was highly significant (p < 2.2e10-16). More than 60% of the genes tested (51 out of the 84) were significantly differentially expressed (adj p < 0.05, blue dots) n = 4 mice *per* group **(G)**. Expression clustering for the 87 gene studied in the TLDA for C3H/HeN males (Control n = 5, MS n = 6), C57Bl/6J males (Control n = 7, MS n = 7), C3H/HeN females (Control n = 5, MS n = 6) and C57Bl/6J females (Control n = 6, MS n = 6).

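For the HT, Euclidean distances over the normalized log2 values did not set the groups apart either. On average, control and MS mice were closer to each other than mice of the same group, with a difference of the mean distances of -0.379 (exact permutation test, one-sided, p = 0.514). Mice of different slide rows were 4.64 further apart than mice of the same row, more than in any other split of the 8 mice (exact permutation test, one-sided, p = 0.0286). With the raw signals of all probes and correlation distances, the difference was -0.000172 between the groups (exact permutation test, p = 0.886) and 0.000749 between the rows (exact permutation test, p = 0.0286).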

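In the HT, the model was also tested on mice it had not seen. Each mouse was left out in turn, the probes were scaled again and the group of the mouse was predicted from the other 7. The Q2Y obtained was -0.495, where a value below 0 means a larger error than with the mean of the groups as the prediction. Among the other splits of the 8 mice, Q2Y was between -1.32 and 0.346, and it was as high as for MS against control in 17 of the 35 splits, the real one included (exact permutation test, one-sided, p = 0.486). The sign depends on the cross-validation: in 7 segments within the deflated matrices, chosen after seeing the data, Q2Y was 0.377 (exact permutation test, p = 0.657).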

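In the HT, 125 of the tested probes had mean values over 2-fold apart between MS and control mice, and none of them passed the adjusted test of limma. The lowest log2 fold change was that of *Tshb*, a hormone gene of the pituitary, at -2.19 (standard error 0.87). In control mice *Tshb* ranged from -1.06 to 3.16 on the log2 scale and in MS mice from -1.99 to -0.08. A probe with no gene name on chromosome 2 of mm9 from 77154984 to 77155043, chosen after its values were seen, was at -1.96 in MS 7.1 and -1.91 in MS 7.6 and at -5.68 and -6.12 in the other MS mice. It was well above background in only 1 of the 4 control mice, so its fold change has no exact size. The smallest adjusted p, also noted afterwards, was that of a probe named C80406, on chromosome X of mm9 from 7844987 to 7845046, with -4.66 ± 0.15 (SD, n = 4) in control mice and -5.59 ± 0.08 (SD, n = 4) in MS mice. It was well above background in 4 control mice but only 2 MS mice, so its fold change has no exact size either, and with normexp another probe had the smallest p.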

# Supplementary material for: Strain-specific changes in nucleus accumbens transcriptome and motivation for palatable food reward in mice exposed to maternal separation
**Source:** Front Nutr. 2023 Jul 26;10:1190392. doi: 10.3389/fnut.2023.1190392
**Supplement:** Supplementary file 1

**FIGURE 4A: FIXED RATIO-1 (FR-1)**

**FOUR-WAY ANOVA WITH REPEATED MEASURES**

| **Effect** | **F** | **p-value** |
| --- | --- | --- |
| **Strain** | **F_(1,44)_ = 21.0610** | **p = 0.000037** |
| MS | F_(1,44)_ = 0.1421 | p = 0.707987 |
| Strain × MS | F_(1,44)_ = 0.3900 | p = 0.535541 |
| **Lever** | **F_(1,44)_ = 545.9653** | **p = 0.000000** |
| **Lever × Strain** | **F_(1,44)_ = 19.7954** | **p < 0.000058** |
| Lever × MS | F_(1,44)_ = 0.0016 | p = 0.967883 |
| Lever × Strain × MS | F_(1,44)_ = 0.4143 | p = 0.523148 |
| **Session** | **F_(4,176)_ = 64.1420** | **p < 0.000000** |
| **Session × Strain** | **F_(4,176)_ = 12.1069** | **p < 0.000000** |
| Session × MS | F_(4,176)_ = 0.6314 | p = 0.640763 |
| Session × Strain × MS | F_(4,176)_ = 0.5267 | p = 0.716276 |
| **Session × Lever** | **F_(4,176)_ = 78.6864** | **p < 0.000000** |
| **Session × Lever × Strain** | **F_(4,176)_ = 11.0936** | **p < 0.000000** |
| Session × Lever × MS | F_(4,176)_ = 0.6302 | p = 0.641564 |
| Session × Lever × Strain × MS | F_(4,176)_ = 1.1178 | p = 0.349697 |

**PLANNED COMPARISONS**

|  | **C57Bl/6J** | **C3H/HeN** |
| --- | --- | --- |
| **S1 – Active vs. Inactive lever** | **p = 0.000739** | **p = 0.008473** |
| **S2 – Active vs. Inactive lever** | **p = 0.000000** | **p = 0.000000** |
| **S3 – Active vs. Inactive lever** | **p = 0.000000** | **p = 0.000000** |
| **S4 – Active vs. Inactive lever** | **p = 0.000000** | **p = 0.000000** |
| **S5 – Active vs. Inactive lever** | **p = 0.000000** | **p = 0.000000** |
| **Active lever – S1 vs. S2** | **p = 0.000010** | **p = 0.000000** |
| **Active lever – S1 vs. S3** | **p = 0.000001** | **p = 0.000000** |
| **Active lever – S1 vs. S4** | **p = 0.000000** | **p = 0.000000** |
| **Active lever – S1 vs. S5** | **p = 0.000000** | **p = 0.000000** |
| **Active lever – S4 vs. S5** | **p = 0.000000** | **p = 0.000000** |
| **Inactive lever – S1 vs. S2** | **p = 0.023306** | **p = 0.007287** |
| **Inactive lever – S1 vs. S3** | **p = 0.012774** | **p = 0.000040** |
| **Inactive lever – S1 vs. S4** | p = 0.051948 | p = 0 085905 |
| **Inactive lever – S1 vs. S5** | **p = 0.007383** | p = 0.069618 |
| **Inactive lever – S4 vs. S5** | p = 0.470922 | p = 0.906805 |

|  | **C57Bl/6J vs. C3H/HeN** |
| --- | --- |
| **Active lever – S1** | p = 0.808423 |
| **Active lever – S2** | p = 0.516488 |
| **Active lever – S3** | **p = 0.000185** |
| **Active lever – S4** | **p = 0.000000** |
| **Active lever – S5** | **p = 0.000000** |

**FIGURE 4B: RANDOM RATIO (RR)**

**FOUR-WAY ANOVA WITH REPEATED MEASURES**

| **Effect** | **F** | **p-value** |
| --- | --- | --- |
| Strain | F_(1,44)_ = 0.0944 | p = 0.760139 |
| MS | F_(1,44)_ = 2.6207 | p = 0.112621 |
| Strain × MS | F_(1,44)_ = 2.3710 | p = 0.130772 |
| **Lever** | **F_(1,44)_ = 160.0448** | **p = 0.000000** |
| Lever × Strain | F_(1,44)_ = 0.0268 | p = 0.870700 |
| Lever × MS | F_(1,44)_ = 1.7048 | p = 0.198452 |
| Lever × Strain × MS | F_(1,44)_ = 2.2376 | p = 0.198452 |
| **RR** | **F_(2,88)_ = 28.8858** | **p = 0.000000** |
| RR × Strain | F_(2,88)_ = 0.8479 | p = 0.431774 |
| RR × MS | F_(2,88)_ = 0.3097 | p = 0.734487 |
| **RR × Strain × MS** | **F_(2,88)_ = 3.5840** | **p = 0.031890** |
| **RR × Lever** | **F_(2,88)_ = 28.7530** | **p = 0.000000** |
| RR × Lever × Strain | F_(2,88)_ = 0.4360 | p = 0.648029 |
| RR × Lever × MS | F_(2,88)_ = 0.2921 | p = 0.747444 |
| **RR × Lever × Strain × MS** | **F_(2,88)_ = 3.4639** | **p = 0.035640** |

**PLANNED COMPARISONS**

| **C57Bl/6J : Active vs. Inactive lever** | **p = 0.000000** |
| --- | --- |
| **C3H/HeN Control: Active vs. Inactive lever** | **p = 0.000009** |
| **C3H/HeN MS: Active vs. Inactive lever** | **p = 0.000000** |
| **RR5 Active lever: C57Bl/6J Control vs. C3H/HeN Controls** | p = 0.949948 |
| **RR10 Active lever: C57Bl/6J Control vs. C3H/HeN Controls** | p = 0.352800 |
| **RR20 Active lever: C57Bl/6J Control vs. C3H/HeN Controls** | p = 0.132125 |
| **RR5 Active lever: C57Bl/6J MS vs. C3H/HeN MS** | p = 0.225154 |
| **RR10 Active lever: C57Bl/6J MS vs. C3H/HeN MS** | p = 0.451807 |
| **RR20 Active lever: C57Bl/6J MS vs. C3H/HeN MS** | p = 0.309889 |

| **C57Bl/6J : RR5 vs. RR10** | **p = 0.000003** |
| --- | --- |
| **C57Bl/6J : RR5 vs. RR20** | **p = 0.000020** |
| **C3H/HeN Control: RR5 vs. RR10** | p = 0.070181 |
| **C3H/HeN Control: RR5 vs. RR20** | p = 0.236785 |
| **C3H/HeN MS: RR5 vs. RR10** | **p = 0.000509** |
| **C3H/HeN MS: RR5 vs. RR20** | **p = 0.000419** |

**FIGURE 4C: PROGRESSIVE RATIO (PR)**

**ANOVA**

| **Effect** | **F** | **p-value** |
| --- | --- | --- |
| **Strain** | **F_(1,42)_ = 9.7686** | **p = 0.0032** |
| MS | F_(1,42)_ = 0.8161 | p = 0.3715 |
| Strain × MS | F_(1,42)_ = 2.6177 | p = 0.1132 |
| **Time** | **F_(59,2478)_ = 141.0819** | **p < 0.001** |
| **Time × Strain** | **F_(59,2478)_ = 17.4244** | **p < 0.001** |
| Time × MS | F_(59,2478)_ = 0.4517 | p = 0.9999 |
| **Time × Strain × MS** | **F_(59,2478)_ = 2.6462** | **p < 0.001** |

**PLANNED COMPARISONS**

| **C57Bl/6J Control vs. C3H/HeN Controls** | **p = 0.001696** |
| --- | --- |
| **C57Bl/6J MS vs. C3H/HeN MS** | p = 0.292513 |
| **C57Bl/6J MS vs. C3H/HeN Controls** | **p = 0.292513** |
| **C57Bl/6J: Controls vs. MS** | p = 0.608146 |
| **C3H/HeN: Controls vs. MS** | p = 0.088244 |

How the deposited data were processed for this re-analysis (not part of the article)

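The arrays of the hypothalamus were analysed, which came from 8 male C3H/HeN mice, 4 of the control group and 4 of the MS group, with 1 array per mouse. The arrays of the NAc and the mPFC, the RT-qPCR and the experiments on behavior, body weight and hormones were not analysed here. Mice were assigned to groups from the sample labels. The labels give each mouse a number such as 8.2, and what the number before the dot stands for is not given in the sources used here.

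The authors deposited the scanner output of each array, in which each spot has an intensity. They made it with Agilent Feature Extraction 10.10.1.1, as the methods and the file headers say. Its processed intensity has the background of the array subtracted and is corrected for gradients within the array, and weak spots receive a substitute value. The authors also deposited a table of log2 values, one per probe, and the submitters' processing notes name limma for it. How these log2 values were normalized and filtered is not given in the sources used here. Their quantiles were nearly identical in all arrays and their order within an array was that of the raw median signal, as after a quantile normalization without background subtraction. The headers give the mouse build mm9 for the positions of the probes, and an array design number other than the one in the paper's methods.

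From there, everything was computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Control spots and spots marked as outliers were left out, and the log2 of the processed intensity was averaged over the spots of a probe, which made 55681 probes from 59305 spots. The 75th percentile of the array was subtracted. Probes well above background on at least 4 of the 8 arrays were kept. 18 of the 37314 tested probes lacked a value on at least 1 array, and PLS-DA was run without them. The groups were compared with lmFit and eBayes, two-sided, with p-values adjusted by Benjamini-Hochberg at 0.05, as the paper's methods say. Intervals are 95% confidence intervals of limma. The log2 scale is relative to the array, so the level of a probe cannot be set against that of another probe.

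Genes were named by matching the accession of a probe, without its version, to a table of RefSeq genes, or else its symbol or an older symbol. Names in the form of a clone or a predicted gene were matched by accession only. 157 probes kept a name in the array files that the table does not hold, and 25809 stayed without a gene name. The probe with the highest mean signal among those tested stood for its gene. Gene lists were tested with camera on 1 probe per gene with its preset correlation of 0.01, and again with an estimated correlation and with fry. These were 15 lists of pathways (feeding neuropeptides, neuroendocrine hormones, feeding hormone receptors and signaling, receptors of the HPA axis, glucocorticoid-responsive genes, immediate early genes, the dopamine, GABA and glutamate systems, opioids and endocannabinoids, adrenergic receptors, the circadian clock, histone deacetylases, inflammation and the genes that the paper discusses for the NAc) and 13 of cell types and neighboring tissues (neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelium, fibroblasts and meninges, ependyma and tanycytes, choroid plexus, pituitary, thalamus, striatum, and cortex with hippocampus and amygdala). A list of blood genes had under 5 measured genes and was not tested as a group.

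Mice were clustered with 1 minus Pearson's correlation and Ward's linkage, as in the paper's methods. PLS-DA was run with 2 components on probes that were mean-centered and divided by their SD, with each mouse left out in turn for Q2Y. The paper's text does not state the segments of the cross-validation. For both, an exact permutation test used the 35 splits of the 8 mice into 4 and 4.

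The genes named in the text follow a rule: the 10 genes in each direction with the largest change among those past the test, filled up with those of smallest p where fewer pass, 16 genes of feeding and stress, 9 genes that the paper discusses for the NAc, the first 10 named genes of Supplementary Table S1, whose NAc values had been seen, and the gene of smallest p in each direction from each list. *Gm14207* was left out of the genes with lower values, although it had the smallest p with 1 probe per gene. The rule, the lists, the tests and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were quantile or median scaling, normexp background correction with an offset of 50, other filters on dim probes, the authors' table, the slide row or the pair of neighboring arrays as a block, the number before the dot as a random block, another variance model, array weights, 1 probe per gene, each slide row alone, an adjusted p under 0.10 and leaving out each mouse in turn.

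Each array measured 34079 to 39601 probes (61.2% to 71.1%) well above background, and the median background was 20 to 24. The number of mice limits the precision: the median standard error of a log2 fold change was 0.09. The fit was tested on simulated data with the means and spread of the 37296 probes without a missing value, in 20 simulations, with a median of 8 unchanged probes called.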

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

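The tests of the slide and of orexin, the mean correlations of the region markers, and the permutation p, Spearman's rho and correlation without control 6.2 of the pituitary list were chosen after the result was seen. In each group of 4 mice, a mouse was noted where its distance to the nearest of the others was a larger part of the range of the group than Dixon's 95% critical value. This held for 9 of 270 groups of values (3.33%), where chance gives about 5%. Among single genes, *Lima1* was at -2.80 on the log2 scale in control 8.2, below the other control mice. *Shd* was at 3.32 and *Mgll*, the enzyme that degrades an endocannabinoid, at 2.90 in control 8.5, both below the other control mice. *Olfr1428* was at -3.77 and *Lrrc15* at -3.80 in MS 7.1, above the other MS mice. The complement gene *C2* was at 1.78 in MS 7.6, above the other MS mice. Among means over lists, that of the dopamine system was -0.36 in control 8.5, below the other control mice, and that of the GABA system was 2.50 in control 8.2, above them. The mean of the endothelial markers was 0.83 in MS 7.6, above the other MS mice.

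The markers of the pituitary were lower in MS mice with camera's preset correlation (adjusted p = 0.00294), a call that is lost with an estimated correlation (adjusted p = 0.814), with fry (adjusted p = 0.956), with array weights (adjusted p = 0.0602) and without control 6.2 (adjusted p = 0.472). Chance cannot be excluded, since 6 of the 35 splits of the mice gave a p as small (1.05e-04 in the real split, 6.10e-07 in the most extreme other one). A candidate explanation is pituitary tissue left on the HT of some mice. The 8 markers moved together from mouse to mouse, with a mean pairwise Pearson's r of 0.627 after removal of the group means (permutation p = 0.0001, the smallest that 10000 permutations give, Spearman's rho 0.597 with the same p), and *Prl* was at 6.70 in control 6.2 against 4.04 in the next mouse. This rests on control 6.2, without which the mean r was 0.266. An effect of MS remains open: 0 of the 8 markers had every MS mouse below every control mouse, but the spread of the list's mean between control mice (SD 1.29) exceeded the difference between the groups (-0.90), so that this bound, set before, could not exclude it.

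The mice of slide row 1 were close to each other (mean distance 0.00385), while those of row 2 were further from each other (0.00856) than from the mice of row 1 (0.00688), and the first branches of the tree parted neither the rows nor the groups. A candidate explanation is dim arrays in row 2: the dimmer an array, the larger was its mean distance to the others (Spearman's rho -0.833, exact permutation p = 0.0154, and Pearson's r -0.802, exact permutation p = 0.00241, over 8 arrays, and r -0.793 over the 6 left without those farthest from the median brightness). It does not explain every array: MS 7.1 of row 2 was as bright (75th percentile 915) as MS 5.3 (914) and control 8.4 (918) of row 1. Yet MS 7.1 lay further from the others (mean distance 0.00692 against 0.00592 and 0.00531), so dimness stays open only as part of the cause. The relation of distance to brightness, the only one tested with brightness, includes arrays of both groups. Apart from a shared litter or cage, no biological explanation was tested. The position on the slide stays open. The difference between rows, 0.000677, was larger than in 33 of the 35 splits and just below the highest other one, 0.000715. It was larger than in every other split with Euclidean distance, raw signals or no filter, and without MS 7.1, control 6.2, MS 7.6 or control 8.5 (exact permutation p = 0.0286 each), but it was below 0 without control 8.2 (-0.000234), MS 5.3 (-0.000172) or MS 7.2 (-0.000132). A shared litter or cage, read from the number before the dot, was not told apart either: mice of a group with the same number were further apart than others by 0.000818, within what rearranged numbers give (exact permutation test, one-sided, p = 0.625, smallest possible 0.0625).

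*Hcrt* was low in 2 of the 4 MS mice, both in row 1. The position in row 1 is argued against, since the control mice of row 1 were above those of row 2 by 1.01. An unequal share of the lateral hypothalamus in the tissue may explain it but stays open: the 5 markers of orexin and MCH neurons had a mean pairwise Pearson's r of 0.231 (permutation p = 0.091, 0.137 after adjustment over 6 region lists, and Spearman's rho 0.240, permutation p = 0.0888), between the values set for and against it. An effect of MS in every mouse stays open too: in 3 of the 16 pairs of an MS and a control mouse the MS mouse was higher, but by at most 0.42, less than the spread between control mice (SD 0.59). An effect of MS on some mice only was not tested.

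The real split gave 0 probes at an adjusted p under 0.05 from limma, a count that any split reaches, so its comparison with the 35 splits decides nothing (35 as large, 1 probe in the highest other one). For probes at an unadjusted p under 0.05, chance cannot be excluded, since 28 splits gave at least 1270, with 3067 in the highest other one and 2676 in the split by slide row. The largest counts are over 2 times the real one, and whether this exceeds what 8 mice without any structure give was not tested. With the slide row as a block 1424 probes had an unadjusted p under 0.05. At least 1 gene list passed in 27 splits, with 6 in the highest other one and 4 in the split by slide row, and with the row as a block 1 did.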

How the results depend on the processing

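The alternative without MS 7.6 and control 8.5 and the cross-validation within deflated matrices were chosen after seeing the data. In limma, the count of 0 probes at an adjusted p under 0.05 was found in all settings except that 1 probe (C80406, not well above background in 2 MS mice) passed with the number before the dot as a random block (consensus correlation -0.193) and 1 in slide row 2 alone, where it was not well above background in the control mice. At an adjusted p under 0.10, counted only for the main setting, there were 0 as well, but the smallest adjusted p was 0.0751 with quantile normalization and 0.0543 in slide row 1 alone. The number of probes at an unadjusted p under 0.05 was 496 with normexp, of which 62.9% were higher (46.4% with median scaling, 29.4% in the main setting), 3370 with the random block, 527 with 1 probe per gene, where only 16666 were tested, and 1980 in slide row 1 alone, and between 1018 and 1687 in the other settings. With the random block (9.03%) and in row 1 alone (5.31%) these are more than expected if no probe differs, and in the others fewer. No mouse number occurs in both groups, and the consensus correlation of the random block was below 0. With that block the standard error of C80406 was 0.070, against 0.085 in the main setting. Except for the 1 probe per gene, the cause was not tested. Of 103 named genes, 80 kept the sign of their fold change in all of the up to 19 settings tallied, which leave out the slide rows alone, and 70 kept it in both rows as well. The 10 that turned in a row include *Hcrt*, *Pomc* and *Crh*. None of the named genes passed in any setting.

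The number of gene lists past the test was 0 with array weights, without MS 7.6 and control 8.5, with an estimated correlation and with fry, and 0 to 2 when leaving out each mouse. For the pituitary list, the median was -0.71 with array weights (adjusted p = 0.0602), -0.94 without MS 7.6 and control 8.5 (adjusted p = 0.107), -0.72 with an estimated correlation (adjusted p = 0.814) and with fry (adjusted p = 0.956), and -1.18 to -0.29 when leaving out each mouse. Over all settings its adjusted p ranged from 5.60e-06 to 0.956, and the call was lost only without control 6.2 among single mice. The myelin list was -0.076 to 0.084 when leaving out each mouse, and it turned from 0.01 to -0.076 without control 8.5 (adjusted p = 0.0367). Fibroblasts and meninges passed without control 8.2 (-0.46) and without MS 7.6 (-0.52), and neuroendocrine hormones without MS 7.1 (-0.19), each with the preset correlation, the only one run without single mice. The cause was not tested.

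The difference in distance between and within slide rows was 4.64 with Euclidean distance, 0.000749 with raw signals and 0.00215 without a filter (exact permutation p = 0.0286 each, the smallest possible), and -0.000234 to 0.00183 when leaving out each mouse. It was below 0 without control 8.2, MS 5.3 or MS 7.2. That between and within groups was -0.000515 to 0.000173 when leaving out each mouse, with no exact permutation p under 0.257. Q2Y was 0.377 with the deflated matrices (exact permutation p = 0.657). The cause was not tested. The groups share no mouse number, so mice could not be paired by it. With pairs of neighboring arrays, 1 control and 1 MS mouse each, as a block, 0 probes passed and 1504 had an unadjusted p under 0.05, and the pituitary list kept its call (adjusted p = 0.0118). Dim probes are limited by background, as 32814 of the 37314 tested probes were well above it on all 8 arrays.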

Differences from the paper's values

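The Q2Y of the PLS-DA model of the HT was -0.495 here, while the paper's is about 0.23 in Supplementary Figure S2E, read by eye. All 15 alternatives set before the data were examined differ from it as well, with values from -0.861 to -0.254. A cross-validation within the scaled and deflated matrices in 7 segments, chosen after seeing the values, gave a positive value, 0.377, which still differs from the paper's by over 1.5 times. It drops 0 items, as the paper called none in the HT.

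The p of Q2Y was 0.486 by an exact permutation test over 35 splits, while the paper's value is 0.94. Of the 15 alternatives, 8 differ and 7 do not. Those that do not are 7 segments (0.657), 1 component (0.743), quantile normalization (0.657), no filter on dim probes (0.686), and leaving out control 8.4 (0.743) or MS 7.6 (0.657), with the authors' normalized values at 0.629. Those that differ are mean-centering alone (0.314), the probes above background on all 8 arrays (0.486), and leaving out control 8.2 (0.543), MS 5.3 (0.486), MS 7.2 (0.600), MS 7.1 (0.486), control 6.2 (0.486) or control 8.5 (0.600). The cross-validation chosen afterwards gave 0.657, which is within 1.5 times of the paper's value, and it changes no call. In the main setting, the p of R2Y, R2Y, the share of variance of the probes and the count of 0 DEGs do not differ from the paper's. Of the alternatives, 3 of 15 differ for the p of R2Y, 1 of 15 for the share of variance and 2 of 22 for the count.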

Other observations

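The mean correlations given here are over markers listed after the first results were seen. Markers of some nuclei of the HT differed widely between mice, which the paper does not report. *Vip*, a peptide of the suprachiasmatic nucleus, had a log2 signal of 0.59 in control 8.2 and 0.98 in control 8.4, and of -3.10 in control 6.2 and -3.66 in control 8.5, while the MS mice lay between -2.79 and -1.28. *Grp*, of the same nucleus, was at 0.34 and 0.29 in control 8.2 and control 8.4 and between -0.49 and -0.15 in the other 6 mice. The 7 markers of this nucleus had a mean pairwise Pearson's r of 0.243 over the 8 mice after removal of the group means (permutation p = 0.0153, 0.0306 after adjustment over 6 region lists) and a mean Spearman's rho of 0.212 (permutation p = 0.0295, 0.059 after adjustment). Their log2 fold changes were -1.11 for *Nms*, -0.74 for *Vip*, -0.24 for *Grp*, -0.08 for *Six6*, -0.00 for *Rgs16*, 0.06 for *Prok2* and 0.14 for *Lhx1*.

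The 5 markers of the mammillary body, at the posterior end of the HT, moved together, with a mean pairwise r of 0.754 (permutation p = 0.0001, the smallest that 10000 permutations give, 0.0006 after adjustment) and a mean rho of 0.710 with the same p. Their median log2 fold change was 0.32, and the mean over the markers was highest in MS 7.2 and lowest in control 8.5. *Foxa1* was at 0.54 in MS 5.3 and 0.76 in MS 7.2, and between -0.57 and 0.17 in the other mice. The same 2 mice had the lowest *Hcrt*, the lowest *Pmch* (6.02 and 5.97) and the lowest *Lhx9* (-2.98 and -3.03), a transcription factor of orexin neurons. The other 2 markers of orexin and MCH neurons each followed in only 1 of these mice. *Nptx2* was lower in MS 7.2 (-0.99) than in any other mouse, but in MS 5.3 (-0.62) it was the highest. *Tacr3* was lower in MS 5.3 (-1.38) than in any other mouse, but in MS 7.2 (-1.02) it was above control 6.2, MS 7.1 and MS 7.6. Markers of the arcuate nucleus had a mean r of 0.163 (permutation p = 0.115), those of the ventromedial nucleus -0.109 (permutation p = 0.626) and those of the paraventricular and supraoptic nuclei 0.347 (permutation p = 0.0118, 0.0306 after adjustment), with a rho of 0.300 (permutation p = 0.0258, 0.059 after adjustment).

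The pituitary markers did not all follow the same mice. In MS 7.1, *Gh* (3.52) and *Prl* (4.04) were second to control 6.2, while *Cga* (2.25) and *Pitx1* (-3.18) were lower there than in any other mouse.

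The remaining lists did not pass the test of camera, and their adjusted p was at least 0.500. Medians of the log2 fold changes were -0.00 for feeding hormone receptors and signaling, 0.00 for receptors of the HPA axis, 0.03 for glucocorticoid-responsive genes, -0.02 for immediate early genes, -0.01 for the dopamine, -0.03 for the GABA and -0.02 for the glutamate system, and -0.03 for opioids and endocannabinoids. They were -0.03 for adrenergic receptors, 0.03 for the circadian clock, -0.03 for histone deacetylases, -0.05 for inflammation and 0.03 for the genes that the paper discusses for the NAc. Among cell types and neighboring tissues they were -0.05 for oligodendrocyte precursors, 0.03 for endothelium, -0.01 for ependyma and tanycytes, -0.08 for choroid plexus, 0.04 for thalamus, -0.08 for striatum and 0.02 for cortex, hippocampus and amygdala. The 4 blood genes measured had a median of 0.09.

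A probe without a gene name, on chromosome 9 of mm9 from 3030720 to 3030779 and chosen after its values were seen, was at 1.19 ± 0.13 (SD, n = 4) in control and 1.73 ± 0.09 (SD, n = 4) in MS mice, a log2 fold change of 0.54 (standard error 0.08, adjusted p = 0.989 from limma). It had the smallest p of all probes with normexp, with the authors' values, with robust variances and among the probes above background on all 8 arrays, and the fold change was 0.51 in row 1 of the slide and 0.58 in row 2.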
